# Consumption of salmon fishmeal increases hepatic cholesterol content in obese C57BL/6 J mice

**DOI:** 10.1007/s00394-022-02930-y

**Published:** 2022-07-05

**Authors:** Marit Hjorth, Atanaska Doncheva, Frode Norheim, Stine Marie Ulven, Kirsten Bjørklund Holven, Thomas Sæther, Knut Tomas Dalen

**Keywords:** Salmon, Fishmeal, Liver, Cholesterol, Glucose tolerance, RNA sequencing, Pcsk9, Salmon by-products, Fish protein

## Abstract

**Purpose:**

By-products from farmed fish contain large amounts of proteins and may be used for human consumption. The purpose of this study was to investigate cardiometabolic effects and metabolic tolerance in mice consuming fishmeal from salmon by-products, salmon filet or beef.

**Methods:**

Female C57BL/6J mice were fed chow, as a healthy reference group, or a high-fat diet for 10 weeks to induce obesity and glucose intolerance. Obese mice were subsequently given isocaloric diets containing 50% of the dietary protein from salmon fishmeal, salmon filet or beef for 10 weeks. Mice were subjected to metabolic phenotyping, which included measurements of body composition, energy metabolism in metabolic cages and glucose tolerance. Lipid content and markers of hepatic toxicity were determined in plasma and liver. Hepatic gene and protein expression was determined with RNA sequencing and immunoblotting.

**Results:**

Mice fed fishmeal, salmon filet or beef had similar food intake, energy consumption, body weight gain, adiposity, glucose tolerance and circulating levels of lipids and hepatic toxicity markers, such as p-ALT and p-AST. Fishmeal increased hepatic cholesterol levels by 35–36% as compared to salmon filet (*p* = 0.0001) and beef (*p* = 0.005). This was accompanied by repressed expression of genes involved in steroid and cholesterol metabolism and reduced levels of circulating Pcsk9.

**Conclusion:**

Salmon fishmeal was well tolerated, but increased hepatic cholesterol content. The high cholesterol content in fishmeal may be responsible for the effects on hepatic cholesterol metabolism. Before introducing fishmeal from salmon by-products as a dietary component, it may be advantageous to reduce the cholesterol content in fishmeal.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00394-022-02930-y.

## Introduction

A constantly increasing world population creates higher demands on food production and requires improved agricultural and aquacultural sustainability and efficiency [1]. This necessitates exploring potential use of food resources that are available but not used for human consumption. One such resource is by-products from fish [2, 3]. In Norway, one of the largest fishery nations in the world, around 27% of produced fish and seafood are discarded from human consumption and classified as by-products [4]. Farmed salmon by-products contain large amounts of proteins and other nutrients, and may serve as a significant food source of human nutrition [2, 3].

Fish has high content of protein and fatty acids (FAs), as well as several nutrients, such as vitamin D, iodine, selenium and taurine that are less abundant in many types of food typically consumed by humans. Compared to available food alternatives, fish products are particularly attractive for human consumption since intake of fish is associated with reduced risk of cardiovascular disease and may also protect against metabolic syndrome [5, 6]. These beneficial health effects are in part caused by a high content of marine n-3 polyunsaturated fatty acids (PUFA), such as docosahexaenoic acid (DHA) and eicosapentaenoic acid (EPA) with anti-inflammatory properties (reviewed in [7]). EPA and DHA can also affect membrane fluidity, thereby influencing lipid raft assembly and inflammatory signal transduction [7]. Furthermore, dietary FAs can modulate lipid metabolism by controlling transcription factors, such as peroxisome proliferator-activated receptors (PPARs) and sterol regulatory element binding proteins (SREBPs) [8, 9]. Marine n-3 PUFAs can suppress FA synthesis in liver via reduced SREBP-1c activity and increase FA oxidation via activation of PPARα and upregulation of FA-oxidizing enzymes. Due to these metabolic effects, intake of marine n-3 FAs can decrease hepatic lipid accumulation, VLDL secretion and plasma triglyceride levels.

While many studies support that consumption of marine FAs have beneficial metabolic effects in humans, the potential beneficial effects of fish protein consumption is less explored. Growing evidence is suggesting that the source of dietary proteins similarly can influence health and longevity in humans [10–13]. A high intake of animal protein, when compared against plant protein, has been associated with increased morbidity or mortality in several studies [10–13]. Furthermore, proteins from fish may have beneficial effects on metabolic health [14]. In a human intervention study, intake of dietary cod protein associated with increased insulin sensitivity [15]. In another intervention on overweight individuals, even a modest daily intake of a fish protein supplement (3–6 g) tended to improve glucose tolerance and LDL cholesterol [16]. In rodents, several studies have reported that salmon protein hydrolysates can improve glucose regulation, reduce body weight gain and modulate hepatic lipid metabolism [17–19].

We recently conducted a randomized, controlled trial on 74 human participants to investigate effects of 8 weeks supplementation with fishmeal from salmon by-products [20]. Daily supplementation with 7.5 g of fishmeal, corresponding to 5.2 g of salmon protein, did not influence cardiometabolic risk factors, such as glucose tolerance, serum lipids or blood pressure in humans. In the current study, the objective was to investigate metabolic effects of a high intake of fishmeal in obese mice. To investigate the effects of fishmeal feeding, compared to feeding with salmon filet or beef, obese C57BL/6 J mice were fed for 10 weeks with high-fat diets formulated with half of the protein content from these alternative protein sources.

## Materials and methods

### Ethical considerations and animal housing conditions

Experimental use of animals was approved by the Norwegian Animal Research Authority (Mattilsynet, approvals FOTS id: #10,902) and conformed to the ARRIVE guidelines and ethical guidelines in Directive 2010/63/EU of the European Parliament on the protection of animals used for scientific purposes. Mice were housed with a 12 h light/dark cycle (7 am to 7 pm), with 55% relative humidity at 22 °C, with free access to water and food. The presence of pathogens was monitored quarterly according to the FELASA guidelines (Federation of European Laboratory Animal Science Associations). Animals were specific pathogen-free according to FELASA recommendations (SPF status). A total of 40 mice were included in this study and no mice were excluded from the analyses.

### Preparation and nutritional composition analysis of freeze-dried ingredients

High-quality salmon fishmeal was produced from by-products of farmed Atlantic salmon, such as heads, viscera and spines (Mowi ASA, Bergen, Norway). Salmon filet from back loin (salmon filet) and entrecote of beef (beef) were freeze-dried in house (LyoQuest, Telestar, Spain) and ground in a regular kitchen mixer. Amino acid content (Supplemental Tables S1) and micronutrient content (Supplemental Tables S2) in fishmeal, salmon filet and beef were measured by Eurofins Food & Feed Testing Norway AS.

FA composition in fishmeal, salmon filet and beef was measured by VITAS analytical services (Forskningsparken, Norway); freeze-dried samples were weighed and transferred to soda lime tubes. Internal standard, methyl tricosanoate and 3 N Methanolic HCl were added and FAs methylated for 2 h at 80 °C prior to analysis. 100 µl prepared sample was transferred to GC vial, diluted with hexane and injected on an Agilent 7890A Gas Chromatograph System (Agilent Technologies). FAs were separated on a Supelcowax (30 m  × 250 µm × 0.2 µm) column.

### Mouse diet intervention

Female C57BL6/J mice (8 weeks, Janvier Labs) were fed a chow diet with 11 E% from fat, 62 E% from carbohydrates and 26 E% from protein (Special Diets Service, UK, #RM3) or a high-fat diet (HFD) with 60 E% from fat, 20 E% from carbohydrates and 20 E% from protein (Research diets, cat#D12492) for 10 weeks. From 18 to 28 weeks of age, chow-fed mice continued on the chow diet, while the HFD-fed mice were split into three groups and given alternative HFDs that differed in their sources of protein (Table 1, Fig. 1); fishmeal extracted from salmon by-products (Mowi ASA; fishmeal); salmon filet from back loin (salmon filet) or entrecote of beef (beef). The alternative diets were generated by modifying the HFD into a basis diet lacking 10 E% protein from casein (Research diets, cat#D19020401), which were supplemented with 10 E% protein from freeze-dried fishmeal, salmon filet or beef (Table 1). Soybean oil was added to adjust for differences in fat content in the freeze-dried protein sources (Table 1) to generate isocaloric diets with the same amounts of carbohydrates, protein and fat (Table 2). The three diets were mixed in a regular kitchen mixer, sterilized by autoclaving, formed into pellets by hand and stored at  – 20 °C until use. The drinking water was supplemented with multivitamin drops (Vitamin A, D3, E, K3 and B-vitamin complex) for rodents.

**Table 1:** Nutrient composition of freeze-dried fishmeal, salmon filet and beef

	Fishmeal powder	Salmon filet powder	Beef powder
Energy, kcal/100 g	398	597	572
Protein, g/100 g	70	58	68
Fat, g/100 g	13	41	33
Carbohydrate g/100 g	< 0.1	< 0.1	< 0.1
Sodium, g/100 g	0.65	0.16	0.19
Cholesterol, g/100 g	0.49	0.14	0.19

**Fig. 1:**
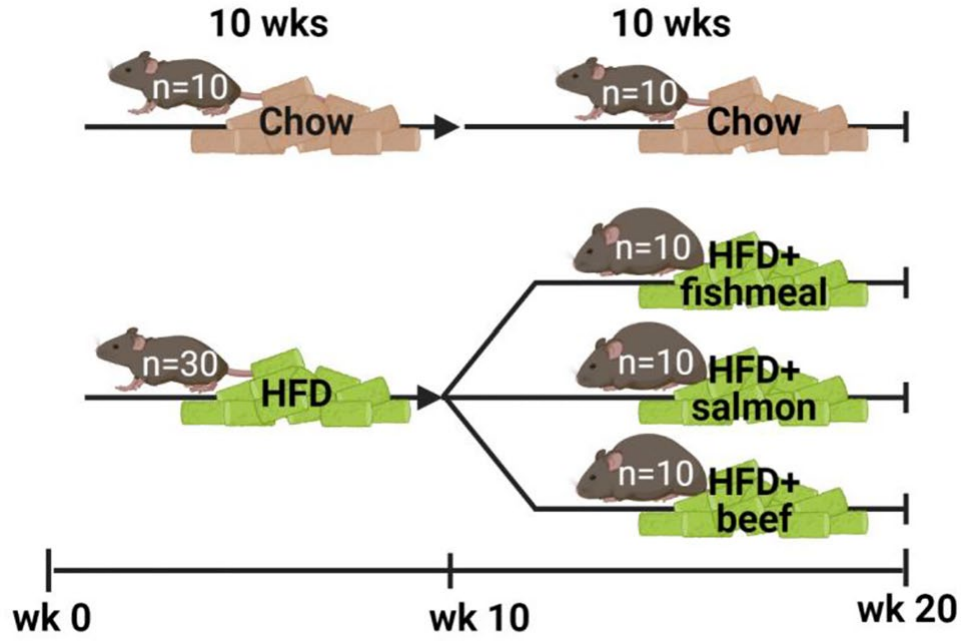
Experimental design. Female C57BL/6 J mice were fed chow (*n* = 10) or a high-fat diet (HFD, *n* = 30) from 8 weeks of age (wk 0) until 18 weeks of age (wk 10). HFD-fed mice were subsequently randomized to receive HFDs containing protein from three alternative sources; salmon fishmeal extracted from salmon by-products (fishmeal), salmon filet from back loin (salmon filet) or entrecote of beef (beef) until 28 weeks of age (wk 20). The alternative HFD diets contained 50% of protein from casein and 50% protein from fishmeal, salmon or beef. Chow-fed mice continued on the chow diet. Indirect calorimetry was performed in week 17, glucose tolerance testing (GTT) was performed in week 19 and mice were euthanized in week 20. Body weights and body composition were determined weekly and at multiple time points, respectively. The figure was created with BioRender.com

**Table 2:** Composition of diets supplemented with fishmeal, salmon filet or beef

Content (g/100 g diet)	Fishmeal diet	Salmon filet diet	Beef diet
Test ingredient*	18.8	22.7	19.4
*- Protein content in test ingredient*	*13.1*	*13.1*	*13.1*
*- Fat content in test ingredient*	*2.5*	*9.3*	*6.5*
Casein	13.1	13.1	13.1
L-Cystine	0.4	0.4	0.4
Maltodextrin 10	16.4	16.4	16.4
Sucrose	9.0	9.0	9.0
Soybean oil**	10.1	3.3	6.1
Lard	32.2	32.2	32.2
Water	0.0	2.9	3.5
Cholesterol	0.115	0.054	0.059
Energy, kcal/100 g	610	610	610
Protein, E%	17	17	17
Carbohydrate, E%	17	17	17
Fat, E%	66	66	66
Saturated fat, g^§^	14.6	14.4	17.0
Monounsaturated fat, g^§^	17.8	20.2	18.5
Polyunsaturated fat, g^§^	10.4	8.4	7.3
Omega-3 fatty acids, g^§^	1.25	1.25	0.75
Omega-6 fatty acids, g^§^	8.44	5.15	6.41

Content of test ingredients (fishmeal or freeze-dried salmon filet and beef), and other ingredients contributing with protein, fat and carbohydrates (g/100 g). Total dietary content of fat, protein, carbohydrates, cholesterol and energy

^*^Fishmeal from salmon by-products, salmon filet or beef. Ingredients were freeze-dried, and contributed with 50% of the dietary protein

^**^Added to adjust for variation in fat content

^§^Approximate fatty acid distribution in the final diets was estimated from fatty acid content in soybean oil and lard (nutritiondata.self.com) and measured fatty acid levels in freeze-dried fishmeal, salmon or beef

At 28 weeks of age, mice were sedated by isoflurane inhalation and blood was collected by cardiac puncture with an EDTA-coated syringe. This was followed by cervical dislocation and rapid collection of tissues. Tissues were snap frozen in liquid nitrogen. Plasma was obtained by separating out blood cells with gentle centrifugation.

### Metabolic phenotyping, GTT and body composition measurements

Body composition measurements were performed at multiple time points with a Minispec LF90II TD-NMR machine (Bruker, Billerica, MA, USA). Body weight was measured weekly. Food intake was measured by weighing food consumed in each cage at 16 individual time points.

At 25 weeks of age, mice were placed in a metabolic cage system consisting of 20 individual cages (Phenomaster, TSE Systems, Germany) for 3 days. For indirect calorimetric measurement of gas exchange (oxygen consumption and carbon dioxide production), we used the following settings: gas flow rate at 0.42 l/minute, measurement time for 10 s, and gas exchange measurement in 20 min intervals. Physical activity was measured as movement in the XY-plane. Body weight and composition were measured prior to metabolic phenotyping.

At 27 weeks of age, glucose tolerance testing (GTT) was performed. Mice were fasted for 5 h, starting at 08:00 am, and then injected (i.p) with 2 g glucose (20% glucose in saline) per kg lean mass. Blood samples were collected from the tip of the tail before glucose injection, and 15, 30, 45, 60, 90 and 120 min after glucose injection. Glucose concentrations were measured in whole blood with a FreeStyle Precision Neo glucometer (Abbott, IL, US). Insulin concentrations were measured in 5 µl plasma with ELISA (Crystal Chem, cat# 90,080).

### Analyses of cholesterol, triglycerides, bile acids and liver enzymes

Preparation of liver lysates: Liver tissue was homogenized in 5% NP40 in PBS by vigorous shaking with glass beads with Precellys 24 (Bertin Technologies, Rockville MD US) and then sonicated on high power mode for 2 cycles, 30 s on and 30 s off with a Bioruptor plus (Diagenode, Belgium). Protein concentrations in liver lysates were measured with a Pierce BCA assay (Thermo Fisher Scientific, Waltham, MA US).

Triglycerides and total cholesterol in liver lysates and plasma were measured with colorimetric reagent sets (Pointe Scientific, Canton, MI, US, Cat# T7532 and Cat# C7510). HDL and LDL/VLDL cholesterol in plasma were measured with a colorimetric kit (Abcam, cat# ab65390). Plasma concentrations of alanine transaminase (ALT) and aspartate transaminase (AST) were measured with colorimetric MedTest reagent sets (Pointe Scientific, Canton, MI, US, Cat# A7561/Cat# A7526).

Bile acids were measured in plasma, liver and faeces with a total bile acids kit for mouse (Crystal Chem, cat# 80,470). Faeces was collected from individually housed mice and air-dried for 4 days. Liver and faeces samples were homogenized in 75% ethanol in water by vigorous shaking with glass beads (Precellys 24, Bertin Technologies, Montigny-le-Bretonneux, France). They were then incubated for 2 h at 50 °C in glass tubes and centrifuged (10 min, 6000 g, 4 °C).

### RNA isolation, reverse transcription and quantitative PCR

Liver tissue was homogenized in RA1 lysis buffer by vigorous shaking with glass beads (Precellys 24, Bertin Technologies, Montigny-le-Bretonneux, France). RNA was subsequently isolated using a NucleoSpin RNA isolation kit (Macherey–Nagel, Allentown, PA, US), with a modified pre-preparation method prior to loading on the RNA-binding columns [21]. RNA purity and concentration was measured on a NanoDrop ND-100 Spectrophotometer (Thermo Fisher Scientific, Waltham, MA US).

*Reverse transcription (RT) of RNA.* Total RNA was reversely transcribed with random hexamers using a High Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific, Waltham, MA US, Cat. #4,368,814) on an ep Gradient S Eppendorf Mastercycler (Eppendorf AG, Hamburg, Germany) with the following settings: 25 °C for 10 min, 37 °C for 120 min, 85 °C for 5 min and 4 °C on hold.

*qPCR with fluorescent intercalating dye.* Gene-specific regions were amplified from cDNA with assay primers (200 nmol/L each) and Bio-Rad SsoAdvanced™ Universal SYBR® Green Supermix (10 µL reaction, 95 °C for 3 min, followed by 40 cycles of 95 °C for 10 s and 60 °C for 20 s) on a CFX96 Touch instrument (Bio-Rad). Primers used were designed with Primer-BLAST (Supplemental Table S3). Gene expression was calculated using the 2^−∆∆Ct^ method. Tata-binding protein (*Tbp*) mRNA was verified to be stably expressed among groups and treatments, and was used as a reference gene.

### RNA sequencing and data analysis

RNA integrity was determined using Bioanalyzer RNA 6000 Nano (Agilent Technologies), according to the manufacturer’s instruction. The RNA samples had RIN values between 8.1 and 8.7. Samples were sequenced at the Norwegian Sequencing Centre (Oslo University Hospital, Ullevål, Oslo). Total RNA samples were subjected to Strand-Specific TruSeqTM mRNA-seq library preparation, and 50 bp paired-end reads were sequenced on an Illumina Novaseq 600 instrument.) To remove/trim low-quality reads and adapter sequences we used BBDuk (BBMap v34.56 [22]. Reads were mapped to the *Mus musculus* reference genome (ENSEMBL release 101, GRCh38.101) using HiSat2 v.1.2.1 [23]. Read counting was done with FeatureCounts v1.4.6-p1 [24]. The average read count was 40 million/sample. Raw sequencing data and normalized counts are available in the GEO repository (GSE188546).

### Immunoblotting

Liver tissue was lysed in RIPA buffer containing cOmplete EDTA-free Protease Inhibitor Cocktail (Cat. #11,836,170,001, Roche, Basel, Switzerland) and phosphatase inhibitors (Cat. #P0044, Sigma-Aldrich, St. Louis, MO, US). Samples were homogenized using glass beads and a Precellys 24 tissue homogenizer (Bertin Instruments, Montigny-le-Bretonneux, France) and sonicated on a Bioruptor® Plus device (Diagenode, Liege, Belgium). Lysates were diluted in Laemmli buffer, proteins separated on Criterion™ TGX™ 4–20% gels (Bio-Rad, Hercules, CA, US), and transferred to nitrocellulose membranes using the Trans-Blot Turbo transfer system and RTA transfer kit (Bio-Rad, Hercules, CA, US). Membranes were stained with Ponceau S to confirm similar total protein loaded in each lane. Membranes were blocked in Tris-buffered saline containing 0.1% Tween-20 (TBS-T) and 5% BSA and incubated over night with primary antibodies in TBS-T containing 2.5% BSA. After washing, membranes were incubated with appropriate HRP-conjugated secondary antibodies. Primary antibodies used were as follows: Goat anti-Ldlr (#AF2255, R&D Systems), goat anti-Pcsk9 (#AF3985, R&D Systems, Minneapolis, MN, US), rabbit anti-Hmgcr (#PA5-37,367, Thermo Fisher Scientific, Waltham, MA US), and rabbit anti-Gapdh (#sc-25778, Santa-Cruz Biotechnology, Dallas, TX, US). Secondary antibodies used were as follows: Goat anti-rabbit IgG (#111–035-144), and bovine anti-goat IgG (#805–035-180; Jackson ImmunoResearch, West Grove, PA, US). Chemiluminescence detection was done on the ChemiDoc™ Touch Imaging System (BioRad, Hercules, CA, US). Band intensities were quantified relative to Gapdh signals using ImageJ v1.52 software (NIH, Bethesda, MD, US).

### Data analysis

For analyses of RNA sequencing counts we used R version 4.0.3. Differential expression analyses were done using the Deseq2 pipeline on background filtered read counts [25]. False discovery rate (fdr) < 0.05 was considered statistically significant. PCA plots were generated after variance-stabilizing transformation in Deseq2. Gene ontology analyses were done in the clusterProfiler package with KEGG pathway annotations [26]. For other analyses, we used Graphpad Prism software (version 8). Methods used for statistical testing are listed in the figure legends.

## Results

### Nutritional composition of diets supplemented with fishmeal, salmon or beef

To study the effects of fishmeal, salmon or beef intake in obese and glucose intolerant animals, 8-week-old female C57BL/6 J mice were first fed a high-fat diet (HFD, 60 E% from fat) for 10 weeks (Fig. 1). As expected, the HFD feeding led to increased body weights and fat mass (9.7 g fat mass, compared to 0.92 g in the chow group), as well as enhanced plasma blood glucose before and 1 h after intraperitoneal administration of glucose (Supplemental Fig. 1). The obese mice were then randomized to receive a HFD containing 50% of total protein from freeze-dried fishmeal, salmon filet or beef for 10 weeks (Fig. 1). To generate alternative HFDs diets that were isocaloric with equal amounts of carbohydrates, fat and protein, we first measured the content of macronutrients in each protein source. Freeze-dried fishmeal contained 69.7% protein, while salmon and beef contained 57.7% and 67.8% protein, respectively. Salmon filet contained more fat (40.8%) compared to fishmeal (13.2%) and beef (33.4%), while carbohydrate content was marginable (Table 1). Soybean oil was added to diets to adjust for differences in fat content in the alternative protein sources (Table 2). The remaining fat in the HFDs was mainly from lard, while carbohydrates were mainly from sucrose and maltodextrin.

We further performed detailed analyses of macro- and micronutrients in freeze-dried fishmeal, salmon filet and beef (Table 1, Supplementary Table S1-2, Fig. 2). As expected, a higher proportion of the FAs in beef were saturated FAs (SFA; 52%), compared to 15% SFA in salmon filet and 22% SFA in fishmeal. The amount of monounsaturated FAs (MUFA) was more similar, while in both fishmeal and salmon filet, approximately 30% of the fat was PUFAs (Fig. 2a). Salmon filet contained a higher amount of marine PUFAs (> C20), including DHA and EPA, compared to fishmeal and beef (Fig. 2c–d). Because freeze-dried salmon filet contained more fat than fishmeal and beef (see Table 1), salmon filet contained higher amounts of both MUFAs and PUFAs as compared to fishmeal and beef (Fig. 2c–d). FAs from freeze-dried material and the added soybean oil constituted ~ 28% of total fat in the final diets, while the rest of the fat was from lard. Although levels of SFAs, MUFAs and PUFAs were different in the three freeze-dried ingredients, the levels of these FAs in the final diets were more comparable (Table 2). Of other lipids, fishmeal contained higher levels of cholesterol (493 mg/100 g) compared to salmon filet (144 mg/100 g) and beef (190 mg/100 g; Table 1). This resulted in > 2-fold higher content of total cholesterol in the fishmeal diet (Table 2).

**Fig. 2:**
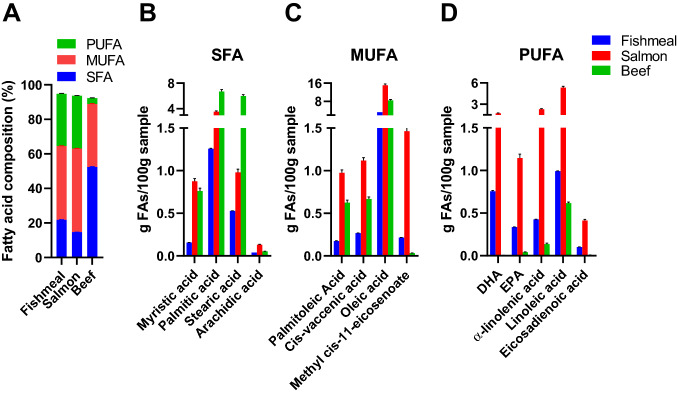
Fatty acid content in fishmeal, salmon filet and beef. Gas chromatography determination of individual fatty acid (FA) content in freeze-dried fishmeal, salmon filet and beef used to supplement the different HFDs. In total, 11 saturated FAs (SFA), 6 monounsaturated FAs (MUFA), 10 polyunsaturated FAs (PUFA) and 5–8% uncharacterized FAs (not shown) were detected. Ingredients were measured in in triplicate. Analytical variation was ~ 2% for abundant FAs and maximum 7% for rare FAs. **a** Fatty acid (FA) composition of SFA, MUFA and PUFA expressed as % of total FA content. **b–d** Concentrations of the most abundant SFAs, MUFAs and PUFAs expressed as grams of FAs per 100 g of freeze-dried protein extract (*n* = 3)

Because different amino acids have different effects on liver metabolism, we compared the amino acid content of freeze-dried fishmeal, salmon filet and beef (Supplementary Table S1). Essential amino acid content was quite similar, with the exception of higher levels of histidine in beef. Fishmeal contained more glycine (5.1 g/100 g) compared to salmon filet (2.6 g/100 g) and beef (3.3 g/100 g). Fishmeal also contained more proline (3.2 g/100 g) than salmon filet and beef (2.0 and 2.7 g/100 g, respectively), as well as hydroxyproline (0.57 g/100 g). The latter being below limit of detection for salmon filet and beef. A higher content of glycine, proline and hydroxyproline is most likely originating from collagen in, e.g. connective tissue, a major part of salmon by-products.

Lastly, we measured the content of vitamins and minerals in salmon fishmeal (Supplementary Table S2) and compared against corresponding reference values for salmon filet and beef (Norwegian Food Composition Database [27]). Fishmeal contained high levels of vitamin B_2_ (5.1 mg/100 g), vitamin B_12_ (61 μg/100 g) and several minerals, particularly calcium (2500 mg/100 g), zinc (140 mg/100 g), copper (8.6 mg/100 g) and iodine (0.17 mg/100 g). The high content of copper and zinc in fishmeal leads to intake levels of these minerals above the recommended upper limit for human consumption (calculated as mg/kg body weight) in mice fed fishmeal [28]. In sum, several amino acids as well as other nutrients, such as cholesterol and several minerals, were enriched in fishmeal and could potentially influence metabolism.

### High-fat diets supplemented with fishmeal, salmon or beef have similar effects on adiposity

To determine if all diets were consumed and well tolerated by the mice, we measured food intake by weighing food at multiple time points throughout this study. In average, food consumption was slightly below 3 g/mouse/day, with no difference between the dietary groups (Fig. 3a). To investigate the effects of fishmeal, salmon filet or beef consumption on body weight and adiposity, we measured body weight weekly (Fig. 3b). After the first 10 weeks on the regular HFD, the average body weight was approximately 31 g, and this increased to approximately 38 g after another 10 weeks on a HFD containing fishmeal, salmon filet or beef (Fig. 3b). There were no differences between the HFD groups in body weight gain or body weight at the end of the study, or between lean mass and fat mass measured by NMR (Fig. 3c). Feeding with fishmeal, salmon filet or beef did not influence weights of tissues and organs, such as gonadal and subcutaneous (inguinal) adipose depots, liver, spleen or kidney (Fig. 3d). Mice fed fishmeal tended to have slightly heavier livers, but this difference was only statistically significant when comparing to chow-fed mice (Fig. 3d, *p* = 0.12 when comparing fishmeal and salmon filet groups). As expected, several of the parameters measured above were different between the three HFD groups and the metabolically normal chow-fed group. Chow-fed mice had a lower total body weight, higher lean mass and lower fat mass (Fig. 3c), and lower adipose tissue mass, kidney and heart organ weights (Fig. 3d).

**Fig. 3:**
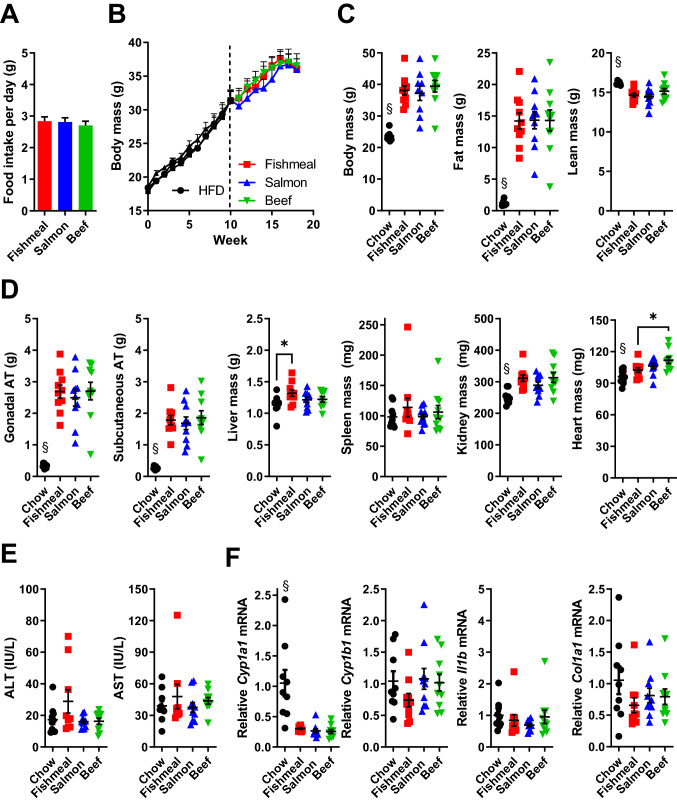
Adiposity and organ weights in mice receiving a HFD supplemented with fishmeal, salmon or beef. Determination of total body weight, organ weights and hepatic toxicity in female C57BL/6 J mice fed chow or alternative HFDs containing fishmeal, salmon filet or beef (*N* = 10 per group). Animals were terminated in week 20 (28 weeks of age) and organs weighted at dissection. RNA isolated from liver was analysed with RT-qPCR. **a** Food intake for HFD groups, measured cage wise at 16 different time points expressed as grams per mouse per day. **b** Total body weights in HFD groups from week 0 until week 20. **c** Body weights, lean mass and fat mass in individual mice at 28 weeks of age (body composition was determined with minispec LF90II TD-NMR). **d** Organ weights for gonadal adipose tissue (AT), intraperitoneal subcutaneous AT, liver, spleen, kidney and heart at 28 weeks of age. **e** Plasma levels of alanine transaminase (ALT) and aspartate transaminase (AST). One blood sample from the fishmeal group was excluded due to hemolysis, and one sample was excluded from the AST graph due to technical error. **f** Hepatic gene expression of xenobiotic and drug metabolizing enzymes (*Cyp1a1*, *Cyp1b1*), inflammation (*Il1b*) and fibrosis (*Col1a1*). Statistical testing was done with one-way ANOVA and Tukey’s or Dunnett’s test for multiple comparisons. ^§^*p* < 0.05 between chow and at least two other groups. *p < 0.05 between indicated groups

To further determine if all diets were tolerated, we measured plasma levels of markers associated with liver damage. There was no difference in plasma ALT and AST (Fig. 3e). Two mice in the fishmeal group displayed higher levels of AST or ALT, but there were no statistically significant differences between the groups. We also measured hepatic expression of genes involved in detoxification/drug metabolism (*Cyp1a1*, *Cyp1b1*), inflammation (*Il1b*) and hepatic fibrosis (*Col1a1*). There were essentially no differences in expression of these markers (Fig. 3f), except for a reduction in *Cyp1a1* mRNA expression in all HFD groups.

### Fishmeal, salmon or beef consumption did not influence metabolic rates or glucose tolerance

To assess the metabolic effects of dietary fishmeal, salmon filet or beef, all dietary groups were placed in metabolic chambers after 7 weeks on the supplemented diets (week 17). As expected, chow-fed mice had a higher energy expenditure per gram body weight, and a higher respiratory exchange ratio compared to HFD-fed mice (Fig. 4a-b). Consumption of fishmeal, salmon filet or beef did not lead to alterations in metabolic rates, and we did not observe any differences in physical activity levels (Fig. 4c).

**Fig. 4:**
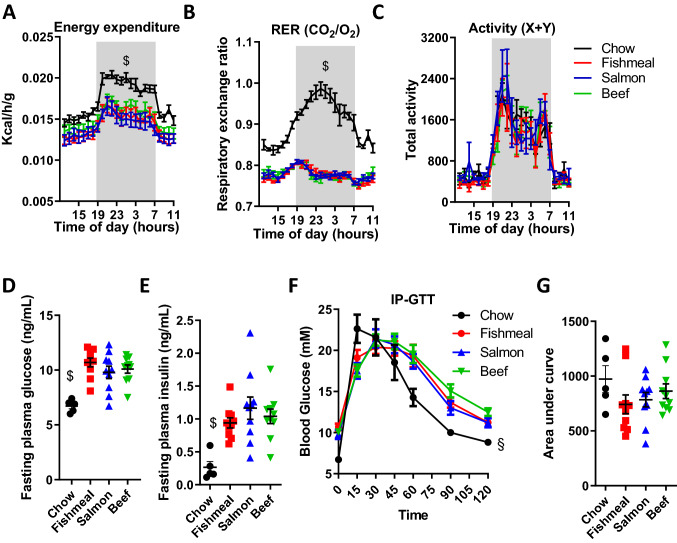
Energy expenditure and glucose tolerance in mice receiving a HFD supplemented with fishmeal, salmon or beef. Mice fed a chow or a high-fat diet supplemented with fishmeal, salmon or beef were subjected to metabolic phenotyping (week 17) and glucose tolerance testing (week 19). **a** Energy expenditure per gram bodyweight. **b** Respiratory exchange ratio. **c** Total activity levels in the XY-plane. **d** Plasma glucose, and **e** plasma insulin concentrations after 6 h fasting. **f**–**g** Glucose tolerance testing displayed as plasma glucose concentration for up to 120 min after intraperitoneal glucose injection and area under curve. Statistical testing was done with one-way ANOVA (**d**, **e**, **g**) or two-way ANOVA (**a**–**c**, **f**) and Tukey or Dunnett’s test for multiple comparisons. ^$^*p* < 0.05 between chow and at least two other groups. ^§^*p* < 0.05 between chow and the other groups at 0, 60, 90 and 120 min

We further investigated glucose metabolism by performing glucose tolerance testing after 9 weeks on the supplemented diets (Fig. 4d–g). Chow-fed mice had significantly lower fasting blood glucose and plasma insulin. After an i.p. injection of glucose (2 g/kg lean mass), chow-fed mice got a large increase in blood glucose, but the glucose clearance was faster compared to mice in the three HFD supplemented groups (Fig. 4f). There was no difference in glucose tolerance between mice receiving HFD supplemented with fishmeal, salmon filet or beef (Fig. 4f-g).

### High-fat feeding leads to substantial transcriptomic changes in liver

Although the three protein sources seemed well tolerated and did not seem to affect weight gain, hepatic function and glucose clearance, they could potentially alter metabolic pathways. Thus, we measured global gene expression in liver of all four dietary groups with RNA sequencing of five representative individuals from each diet group. 

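Liver RNA of 20 mice was prepared with a strand-specific mRNA protocol and sequenced as paired-end reads. The authors trimmed the reads with BBDuk, mapped them with HiSat2 and counted them per gene with FeatureCounts. The paper's text does not name whether reads were counted by strand or how reads that fit several genes were handled. The counts used here are not normalised, and 21936 of the Ensembl genes they cover are protein coding. The mice were 28 weeks old, after 10 weeks on chow or HFD and 10 more weeks on chow or on HFD with fishmeal, salmon filet or beef. The sample labels name 5 chow-fed mice, 5 fed fishmeal, 6 fed salmon filet and 4 fed beef, whereas the paper gives 5 per group and no list of the mice. Mouse 31 is labelled as fed salmon filet, but the header of the count table names it as fed beef. Of 13 assignments of the mice labelled salmon filet, in which each was kept, left out or counted as beef, the assignment with mouse 31 as beef gave the means and fold changes of the paper's own tables for 100% of 1998 genes in fishmeal versus salmon filet and 100% of 1986 genes in fishmeal versus beef. The groups as labelled gave these for 40.4% and 56.3% of the genes. The tables compared were parts of Supplementary Tables S5a and S5b, which held 1998 of 22305 and 1986 of 22178 genes. For comparisons with salmon filet or beef, values are therefore given first with mouse 31 counted as beef, called the paper's sample set, and then with the groups as labelled. The reads counted on genes ranged from 44536900 to 66078351 per library in chow-fed mice (median 56777754), from 42717772 to 70266136 with fishmeal (median 60072190), from 51891738 to 60432246 with salmon filet (median 53499500) and from 42526234 to 56140621 with beef (median 52339311). As labelled, the medians were 54316150 with salmon filet and 51519088 with beef. Counts were normalised by TMM and tested with edgeR's two-sided quasi-likelihood test, and a protein coding gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested.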

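Principal component analysis of log2 CPM (counts scaled to the size of each library) over the 500 most variable of 17120 genes placed 29.4% of the variance on the first component and 10.1% on the second in the paper's sample set. With the groups as labelled, 17360 genes were kept and the components held 29.3% and 9.88%. The chow-fed mice scored at most -14.9 on the first component and the HFD-fed mice at least 0.481. Using all 17360 genes moved the share of the first component most, to 18.7%, where chow-fed mice scored at most -15.1 and HFD-fed mice at least -13.5. With each library left out in turn, the first component held from 23.5% to 31% of the variance. Distances over all of these genes were also compared by PERMANOVA, a one-sided permutation test on the pseudo-F. The separation of chow-fed from HFD-fed mice had a pseudo-F of 3.36 and covered 15.7% of the variance (exact permutation p = 6.45e-05, the smallest that the 15504 ways to choose 5 of 20 mice allow). The 3 HFD groups had a pseudo-F of 0.988 in the paper's sample set and of 0.989 as labelled, with 14.1% and 14.2% of the variance between them (permutation p = 0.493 for both, 100000 permutations). Fishmeal against the other HFD groups covered 7.66% of the variance (exact permutation p = 0.316).

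**Figure D1:**
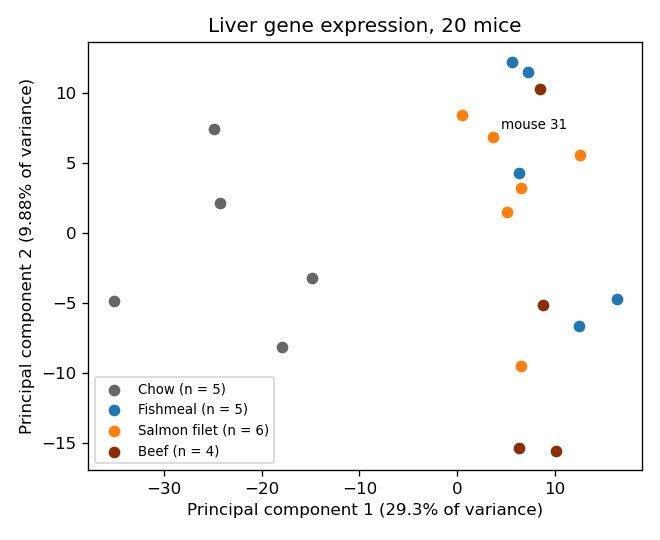
Scores of the 20 liver libraries on the first (x axis, 29.3% of the variance) and second (y axis, 9.88%) principal components of log2 CPM, with 1 point per mouse coloured by diet as labelled and mouse 31 named beside its point. The 5 chow-fed mice lie at or below -14.9 on the x axis and the 15 HFD-fed mice at or above 0.481.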

As expected, principal component analysis revealed a distinct gene expression pattern in chow-fed mice, while there was no separation between the HFD groups supplemented with fishmeal, salmon filet or beef (Fig. 5a). We first compared the liver transcriptome of HFD-fed mice (pooled data from fishmeal, salmon filet and beef groups) to chow-fed mice. Differential gene expression analysis was performed on 15,713 protein coding genes (Supplementary Table 4a). 

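Of 17120 genes with enough counts to test in HFD-fed against chow-fed mice, 13702 were protein coding. Differential expression was called for 1415 of these, 649 higher and 766 lower in HFD-fed mice, with 269 more than 1.5-fold higher and 337 more than 1.5-fold lower. An alternative chosen after seeing the data moved this count most: with the phase of the circadian clock in each library as a covariate, 241 genes were called. Clock phase and diet were related in these libraries, so this covariate also takes up part of the diet effect. DESeq2 called 1849 genes and limma on log2(TPM + 1) called 997. With offsets for GC content and gene length, also chosen after seeing the data, 1058 were higher and 978 lower, so that the higher genes were the larger part. The count fell to 816 without chow mouse 1, to 877 without chow mouse 7 and to 916 without chow mouse 2. The groups did not overlap for 212 of the called genes with a mean CPM of at least 1, where chance gives 0.0129% of genes. Of these, Tmem28, Cyp2b10, Slc34a2, Sema5b and Fabp5 had the largest changes, and each stayed below an adjusted p of 0.05 in the 20 fits that each left out 1 mouse. Cyp2b10 (ENSMUSG00000030483, chromosome 7 from 25897620 to 25926624 in GRCm38) encodes a cytochrome P450 and fell from a CPM of 35.3 ± 20.1 (SD, n = 5) in chow-fed mice to 1.99 ± 1.37 (SD, n = 15) in HFD-fed mice, a log2 fold change of -4.14 (SE 0.365, adjusted p = 2.57e-07, lower in 15 of 15 mice). Tmem28 (ENSMUSG00000071719, chromosome X from 99821021 to 99848790) had 0 to 13 counts per chow-fed mouse and 30 to 198 per HFD-fed mouse, and its log2 fold change of 4.51 (SE 0.619, adjusted p = 5.8e-05, higher in 15 of 15; 5.80 without chow mouse 10) depends on those few counts. The log2 fold changes were -3.16 for Slc34a2 (adjusted p = 8.72e-10), 2.83 for Sema5b (adjusted p = 6.13e-06) and -2.77 for Fabp5 (adjusted p = 1.08e-04), each shared by 15 of 15 mice.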

In total, 1818 genes were differentially expressed (fdr < 0.05), of which 341 genes were > 1.5-fold upregulated and 373 genes were > 1.5-fold downregulated (Fig. 5b).

**Fig. 5:**
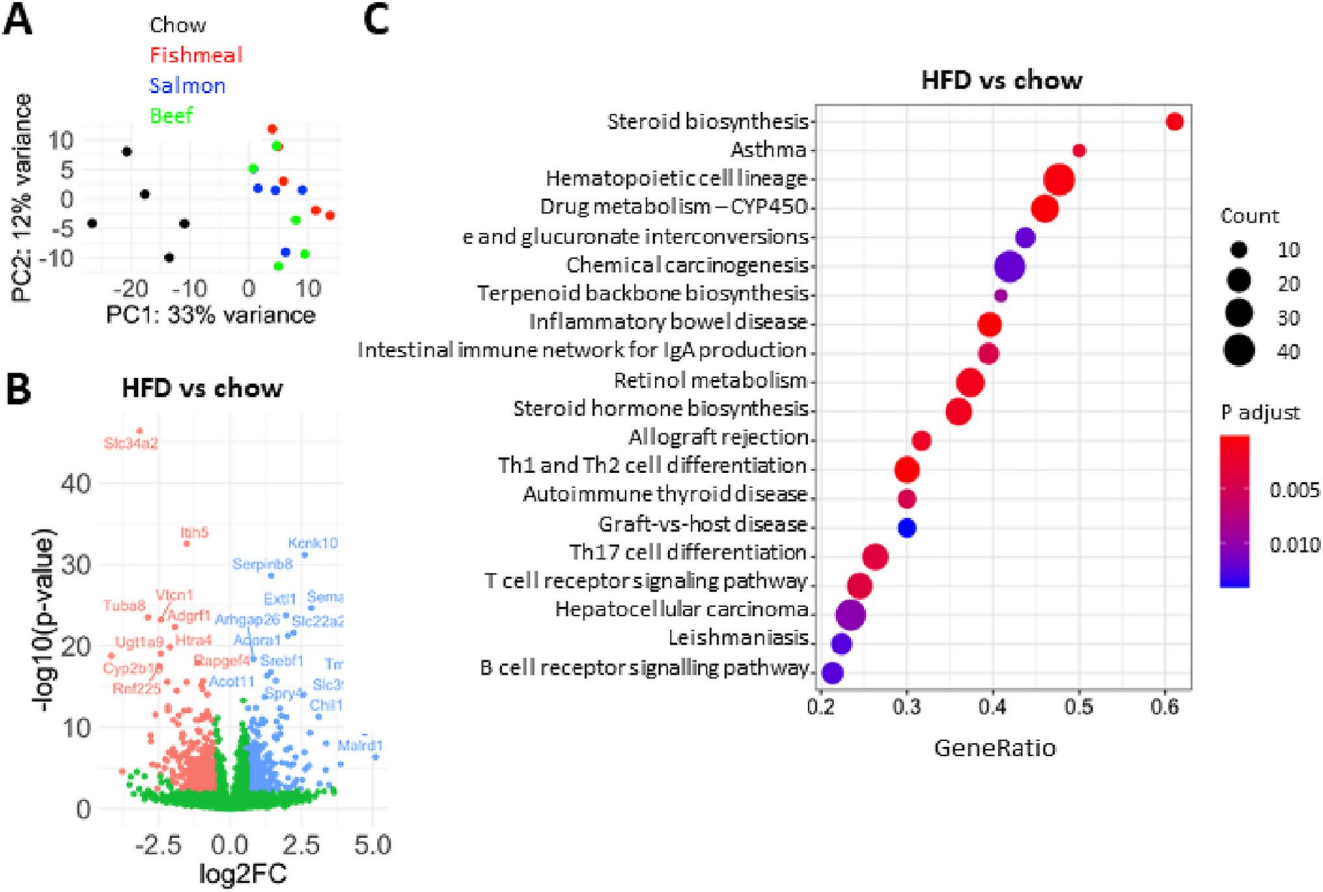
High-fat feeding leads to large transcriptomic changes in liver. Total RNA from mice fed chow or HFDs containing fishmeal, salmon filet or beef (*N* = 5 per group) were subjected to RNA sequencing. **a** Principal component analysis of the global gene expression after variance-stabilizing transformation. The chow-fed mice are clearly segregated from the three HFD groups. **b** Differential gene expression analysis of HFD-fed mice versus chow-fed mice. Data from the three HFD groups (fishmeal, salmon filet and beef) were pooled. Genes upregulated in the HFD groups are indicated in blue (FC > 1.5, fdr < 0.05), and downregulated genes are indicated in red (FC < -1.5, fdr < 0.05). **c** Gene set enrichment analysis of differential gene expression between HFD-fed mice and chow-fed mice. Top 20 enriched KEGG pathways are shown. Colours indicate adjusted *p*-values and circle sizes indicate gene counts for the given pathways

To identify the molecular pathways that were altered with HFD feeding, we performed a gene set enrichment analysis (Fig. 5c). 

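KEGG gene sets were not used here, and 25 lists of genes were tested in their place with limma's camera, a two-sided test of a list against all other genes with a preset correlation of 0.01. The list of 21 cholesterol synthesis enzymes, which all had a mean CPM of at least 1 and of which 13 are also in other lists, had a median log2 fold change of -0.93 in HFD-fed against chow-fed mice. Of its genes 20 were lower, 13 were called over all genes tested and 16 when adjusted over the list alone. Its camera p, adjusted over the lists, was 7.35e-10, and the list's mean was lower in 15 of 15 HFD-fed mice than the mean of chow-fed mice. Single mice overlapped, with list means of log2 CPM relative to all mice up to 0.55 in HFD-fed mice and from 0.24 in chow-fed mice. Under fry, which estimates the correlation from the residuals, the adjusted p was 0.015, and under camera with an estimated correlation it was 0.227. With the clock phase of each library as a covariate, an alternative chosen after seeing the data, 0 of the 21 enzymes were called, 11 had an unadjusted p under 0.05, and the list's adjusted p was 4.51e-07 under camera and 0.164 under fry; clock phase and diet were related, so the covariate also takes up part of the diet effect. Over all comparisons and lists with the groups as labelled, 89 tests passed an adjusted p of 0.05 under camera, 48 under fry and 16 under camera with an estimated correlation.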

Several of the most enriched KEGG pathway were related to steroid or terpenoid biosynthesis, including steroid biosynthesis, steroid hormone biosynthesis and terpenoid backbone biosynthesis. 

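In HFD-fed mice, 10 enzymes of cholesterol synthesis, Msmo1, Cyp51, Nsdhl, Fdft1, Lss, Hsd17b7, Lbr, Idi1, Hmgcs1 and Acat2, were all called and all lower. This list was chosen by the study on these samples, so its 10 calls when adjusted over the list alone are not independent evidence. Each gene was below the chow mean in 15 of 15 HFD-fed mice. Idi1 (ENSMUSG00000058258, chromosome 13 from 8885501 to 8892451 in GRCm38) changed most, from a CPM of 185 ± 82.7 (SD, n = 5) to 64.3 ± 39.3 (SD, n = 15), a log2 fold change of -1.52 (SE 0.38, adjusted p = 0.0128). Its sequence is 100% identical to that of Gm13502 over 684 bases, so the counting could have moved reads between them. Lanosterol demethylase Cyp51 (ENSMUSG00000001467, chromosome 5 from 4081145 to 4104746) fell from 246 ± 73.7 (SD, n = 5) to 95.8 ± 47.8 (SD, n = 15), a log2 fold change of -1.36 (SE 0.308, adjusted p = 0.00642), and its position overlaps Akap9 on the other strand. The log2 fold change of Msmo1 (ENSMUSG00000031604, chromosome 8 from 64718139 to 64733792) was -1.20 (SE 0.287, adjusted p = 0.00972). Lbr (ENSMUSG00000004880, chromosome 1 from 181815335 to 181843046) changed least, by -0.49 (SE 0.107, adjusted p = 0.00484). The remaining 6 genes had log2 fold changes from -1.08 for Nsdhl to -0.65 for Acat2 and adjusted p-values from 0.0138 for Fdft1 to 0.0359 for Acat2. Acat2 is 97.7% identical to Acat3 over 1477 bases, Fdft1 is 97.4% identical to Gm6781 over 1249 bases, and Hmgcs1 overlaps Gm48342 on the other strand. With the clock phase of each library as a covariate, chosen after seeing the data, 0 of these 10 genes were called over all genes tested, and 7 had an unadjusted p under 0.05. Without chow mouse 2 the adjusted p rose to 0.067 for Nsdhl, 0.123 for Lss and 0.127 for Acat2. Without chow mouse 5 it rose to 0.0575 for Fdft1, 0.112 for Hsd17b7, 0.0561 for Idi1 and 0.101 for Hmgcs1. Of the 20 fits that each left out 1 mouse, 19 stayed below 0.05 for Fdft1, Hsd17b7 and Idi1, 17 for Nsdhl, Lss and Hmgcs1, 13 for Acat2, and all 20 for Msmo1, Cyp51 and Lbr.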

Many of the differentially expressed genes in these pathways are involved in cholesterol synthesis (*Msmo1*, *Cyp51*, *Nsdhl*, *Fdft1*, *Lss*, *Hsd17b7*, *Lbr*, *Idi1*, *Hmgcs1*, *Acat2*). Furthermore, many genes belonged to the CYP family, whereof some were related to arachidonic acid or retinol metabolism. 

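Among cytochrome P450 genes, 72 could be tested in HFD-fed against chow-fed mice and 24 were called, of which 18 were lower and 6 higher. More than 1.5-fold changes were found for 13 of the lower and 4 of the higher genes. With DESeq2, 31 of 88 genes were called, 20 lower and 11 higher. Beside Cyp2b10, the bile acid synthesis enzyme Cyp7a1 had a log2 fold change of -1.98 (SE 0.276, adjusted p = 8.11e-05), below 0.05 in each of the 20 fits that left out 1 mouse. Cyp1a1 fell from a CPM of 0.767 ± 0.194 (SD, n = 5) to 0.315 ± 0.154 (SD, n = 15), a log2 fold change of -1.29 (adjusted p = 0.00623, lower in 15 of 15 mice), and is 93.9% identical to Cyp1a2 over 528 bases. Genes picked out after their values were seen include the retinoic acid hydroxylase Cyp26a1, with a log2 fold change of -1.97 (adjusted p = 3.68e-04), and the higher genes Cyp2b9, Cyp2d26, Cyp46a1, Cyp2b13, Cyp2a5 and Cyp2a22, with log2 fold changes from 0.42 for Cyp2b9 to 1.15 for Cyp2a22.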

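Over the alternatives and the fits that each left out 1 mouse, the median log2 fold change of the enzymes ranged from -1.13, in a fit on all 4 groups, to -0.73, without chow mouse 5. Across the scalings tried with edgeR it was -0.92 with DESeq2 size factors and -0.93 with upper quartile normalisation. The number of lower P450 genes called was 18 under every scaling of the edgeR counts.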

The differentially expressed genes in these pathways were downregulated in HFD-fed mice, suggesting a reduced cholesterol synthesis, and potentially reduced metabolism of steroids, arachidonic acid or retinol.

Other regulated KEGG pathways were related to inflammation and immune regulation, including the pathways for asthma, hematopoietic cell lineage, inflammatory bowel disease and Th1 and Th2 cell differentiation (Fig. 5c). Of the specific genes were markers of T-cells or other immune cells (including *Cd4*, *Cd3*, *Cd28*, *Cd2*, *Cd22*, *Cd5*, *Cd6* and *Cd79*), or interleukins and interleukin receptors (including *il1b*, *il12rb2*, *il18rap*, *il2rg*, *il21r*, *il7r* and others). 

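The immune genes listed, with Cd3d, Cd3e and Cd3g for Cd3 and Cd79a and Cd79b for Cd79, make 17 genes, all of which were lower in HFD-fed than in chow-fed mice, with a median log2 fold change of -0.99. Of these, 13 were called over all genes tested and 16 when adjusted over the list alone, a count that is not independent evidence because the study chose the list on these samples. DESeq2 called 15 of them. The adjusted p of the list was 9.74e-11 under camera, 3.55e-04 under fry and 0.0917 under camera with an estimated correlation, and the list's mean was lower in 15 of 15 HFD-fed mice. Expression was low, with 4 of the 17 genes at a mean CPM of at least 1. Cd4 (ENSMUSG00000023274, chromosome 6 from 124864692 to 124888221) had 35 to 93 counts per chow-fed mouse and 15 to 54 per HFD-fed mouse, a log2 fold change of -0.90 (SE 0.216, adjusted p = 0.01, lower in 15 of 15). Cd79b (ENSMUSG00000040592, chromosome 11 from 106311341 to 106314762) fell from a CPM of 1.24 ± 0.569 (SD, n = 5) to 0.582 ± 0.163 (SD, n = 15), and Il18rap (ENSMUSG00000026068, chromosome 1 from 40515362 to 40551705) from 0.5 ± 0.0708 (SD, n = 5) to 0.227 ± 0.0947 (SD, n = 15) without overlap between the groups. The log2 fold changes of the 13 called genes ranged from -1.40 for Cd79a, which is 98.7% identical to Gm32220 over 298 bases, to -0.67 for Il1b. For Il1b it was -0.36 without chow mouse 1, which had a CPM of 4.55 against at most 2.61 in the other chow-fed mice. Il2rg overlaps Gm20489 on the same strand, and Il12rb2 overlaps Serbp1 and Cd22 overlaps Gm29439 on the other strand. Cd3e (log2 fold change -0.46, adjusted p = 0.226), Cd3g (-0.59, adjusted p = 0.125), Cd6 (-0.99, adjusted p = 0.0628) and Il21r (-0.66, adjusted p = 0.0564) were not called. Without chow mouse 1 the adjusted p rose to 0.0607 for Cd4, 0.136 for Cd3d, 0.189 for Cd5, 0.189 for Il1b, 0.207 for Il12rb2 and 0.0696 for Il2rg, without chow mouse 2 to 0.143 for Cd2, and without chow mouse 7 to 0.0863 for Cd28, 0.0554 for Cd22, 0.0757 for Cd79a and 0.051 for Il7r. Without beef mouse 35 it fell to 0.0183 for Cd6 and 0.0216 for Il21r. Of the 20 fits that each left out 1 mouse, 19 stayed below 0.05 for Cd4, Il1b, Il2rg and Il7r, 18 for Cd22 and Cd79a, 17 for Cd3d, Cd28 and Cd2, 9 for Il12rb2 and 3 for Cd5, which could be tested in 18, and all 20 for Cd79b and Il18rap.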

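Against chow, the immune genes Cd4, Cd3d, Cd3e, Cd3g, Cd28, Cd2, Cd22, Cd5, Cd6, Cd79a, Cd79b, Il1b, Il12rb2, Il18rap, Il2rg, Il21r and Il7r had a median log2 fold change of -0.84 with fishmeal, where 16 could be tested and 0 were called, 11 when adjusted over the list alone, and 12 had an unadjusted p under 0.05. With salmon filet the median was -1.04 in the paper's sample set, with Cd28, Il18rap, Il2rg and Cd3d called, 4 of 16, and -1.11 as labelled, with Cd4 called as well, 5 of 16. With beef it was -0.81 in the paper's sample set, where 0 of 15 were called and 11 had an unadjusted p under 0.05, and -0.75 as labelled, where 0 of 17 were called and 9 had an unadjusted p under 0.05. Adjusted over the list alone, 14 were called with salmon filet and 10 with beef in the paper's sample set, against 15 and 2 as labelled. The list's mean was lower than in chow in every mouse of each HFD group. Camera gave the list an adjusted p of 7.9e-09 with fishmeal, 1.24e-09 with salmon filet and 2.24e-08 with beef in the paper's sample set, which under fry were 0.00724, 0.023 and 0.0217. Limma on log2(TPM + 1) moved the medians most, to -0.39 with fishmeal and -0.57 with salmon filet as labelled. Differences in these genes between the HFD groups were not past the threshold, with 0 genes called and 0 at an unadjusted p under 0.05 in fishmeal against salmon filet or beef.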

Interestingly, these genes were significantly downregulated in all groups of HFD-fed mice.

To ensure that these gene expression changes were not primarily due to either fishmeal, salmon filet or beef consumption, we also performed differential gene expression analysis of each individual dietary group compared to the chow group (fishmeal vs. chow, salmon filet vs. chow and beef vs. chow; Supplemental Table 4b–d). We further performed gene set enrichment analysis of KEGG pathways, which revealed large overlaps between the different comparisons (Supplemental Fig. 2). 

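Each HFD group was also compared with chow gene by gene. Fishmeal gave 471 called genes (209 higher, 262 lower), salmon filet 615 (299 higher, 316 lower) and beef 397 (194 higher, 203 lower) in the paper's sample set, and as labelled salmon filet gave 588 and beef 341. DESeq2 moved these most, to 988 with fishmeal, 1453 with salmon filet and 936 with beef. With offsets for GC content and gene length, chosen after seeing the data, 493 were higher and 345 lower with fishmeal, 347 and 410 with salmon filet and 463 and 394 with beef, so the balance of higher and lower genes changed for fishmeal and beef. These counts also moved with single mice. For fishmeal, 239 genes were called without fishmeal mouse 14, 244 without chow mouse 2, 258 without fishmeal mouse 20, 266 without chow mouse 7 and 311 without fishmeal mouse 13. For salmon filet in the paper's sample set, 167 were called without mouse 25 or without chow mouse 7, 190 without mouse 26, 202 without chow mouse 2, 223 without mouse 22, 322 without mouse 27 and 393 without mouse 23. For beef, 159 were called without chow mouse 2, 173 without chow mouse 7, 189 without mouse 39 and 195 without mouse 40. In the paper's sample set 238 genes were called with both fishmeal and salmon filet, 222 with both fishmeal and beef and 222 with both salmon filet and beef. Across genes, which are not independent replicates, the log2 fold changes of the diets correlated with r = 0.797 for fishmeal and salmon filet, 0.852 for fishmeal and beef and 0.833 for salmon filet and beef. The comparisons share the chow-fed mice, and simulated counts without any diet effect gave mean r-values of 0.512, 0.503 and 0.494 and 0 shared calls in 10 simulations. These simulations hold no other difference between chow-fed and HFD-fed mice. A difference in clock phase would also raise r and the shared calls, so the surplus is not told apart from it.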

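For the 21 cholesterol synthesis enzymes, the median log2 fold change against chow was -1.84 with fishmeal, -0.50 with salmon filet and -0.75 with beef in the paper's sample set, and as labelled it was -0.52 with salmon filet and -0.75 with beef. Over all genes tested 19 of them were called with fishmeal, 1 with salmon filet and 6 with beef in the paper's sample set, and adjusted over the list alone 19, 10 and 14. The gene called with salmon filet was Sqle, and as labelled Cyp51, Sqle and Pmvk were called. Every mouse of each HFD group had a lower list mean than the mean of chow-fed mice. The list's camera p, adjusted over the lists, was 1.12e-28 with fishmeal, 1.45e-04 with salmon filet and 2.43e-09 with beef, under fry it was 7.94e-04, 0.237 and 0.0431, and under camera with an estimated correlation 0.0926, 0.562 and 0.258.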

Again, pathways related to steroid metabolism and the immune system were among the most enriched pathways for fishmeal, salmon filet or beef compared to chow-fed mice. These data indicate that the primary effect on hepatic gene expression was the HFD in itself, and not the alternative sources of protein.

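The genes with the largest changes against chow, without overlap between groups as labelled, were in part the same for each HFD group. Cyp2b10 had log2 fold changes of -4.03 with fishmeal (SE 0.615, adjusted p = 0.00399, lower in 5 of 5 mice), -3.96 with salmon filet (SE 0.439, adjusted p = 8.99e-04, 5 of 5) and -4.52 with beef (SE 0.373, adjusted p = 1.34e-04, 5 of 5) in the paper's sample set, and was called in every fit that left out 1 mouse (with fishmeal -4.66 without mouse 12). The transporter Slco1a1 had log2 fold changes of -4.55 with fishmeal (adjusted p = 0.00407; -5.42 without mouse 14) and -4.24 with salmon filet (adjusted p = 0.0318, and 0.0675 without salmon filet mouse 25; -5.05 without mouse 23). Cib3 had log2 fold changes of -3.97 with fishmeal (adjusted p = 0.0337, and 0.0922 without fishmeal mouse 14) and -3.43 with salmon filet (adjusted p = 0.0492, and 0.122 without salmon filet mouse 25), but chow mouse 2 had a CPM of 8.16 and the other chow mice at most 0.946, and without it the log2 fold changes were -2.32 (adjusted p = 0.0334) and -1.78 (adjusted p = 0.0589). The clock gene Dbp, whose position overlaps Sphk2 on the other strand, had log2 fold changes of 4.53 with fishmeal (adjusted p = 0.00634; 3.83 without mouse 20) and 5.05 with beef (adjusted p = 0.0152, higher in 4 of 5 mice; 4.28 without mouse 40). Sult1e1 had log2 fold changes of 4.12 with fishmeal (adjusted p = 0.0102; 3.39 without mouse 12) and 4.35 with beef (adjusted p = 0.0429, and 0.114 without chow mouse 7), where beef mouse 32 had a CPM of 11.0 and the other beef mice at most 1.42, and without it the log2 fold change was 2.48 (adjusted p = 0.0476). Gm3839, for which 49 similar genes were found, had log2 fold changes of -3.60 with salmon filet (adjusted p = 0.0131) and -4.29 with beef (adjusted p = 0.00438), and without chow mouse 2 of -2.93 and -3.62. Tuba8, whose position overlaps Gm15856 on the other strand, had a log2 fold change of -3.28 with salmon filet (SE 0.286, adjusted p = 2.16e-04), and Ciart, which is 96.7% identical to Gm9176 over 1126 bases, had 3.82 with beef (adjusted p = 0.0431, and 0.113 without chow mouse 7; 2.34 without beef mouse 40). Of the 10 fits that each left out 1 mouse, 5 stayed below 0.05 for Cib3 with fishmeal. In the paper's sample set, 4 of 10 did for Slco1a1 and 2 of 10 for Cib3 with salmon filet. With beef, 4 of 10 did for Sult1e1 and 2 of 10 for Ciart. The remaining genes named here stayed below it in all 10 fits of each diet named. Called genes without overlap as labelled numbered 369 with fishmeal, 376 with salmon filet and 307 with beef, where chance gives 0.794%, 0.433% and 1.59% of genes. From the overlap between the comparisons with chow, the paper reads its data as pointing to the HFD itself, rather than the alternative protein sources, as the main effect on hepatic gene expression.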

### Consumption of fishmeal leads to reduced hepatic expression of genes involved in cholesterol and steroid biosynthesis

To further investigate the hepatic effects of fishmeal, we performed differential gene analysis between the HFD groups. First we compared gene expression in livers of mice fed fishmeal and salmon filet. In total, 76 mRNAs were differentially expressed (fdr < 0.05), whereof 56 were downregulated and 6 were upregulated (fold change > 1.5) in the fishmeal group (Fig. 6a, Supplementary Table S5a). 

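Fishmeal against salmon filet gave 24 called genes in the paper's sample set, with 0 higher and 24 lower by more than 1.5-fold with fishmeal, out of 13456 protein coding genes tested, of which 728 had an unadjusted p under 0.05. As labelled, 22 genes were called, 21 lower and 1 higher, the latter being Ly6a with a log2 fold change of 0.79, named here after its value was seen. DESeq2 moved the count most, to 75 in the paper's sample set (64 lower and 11 higher, 55 and 6 by more than 1.5-fold) and to 63 as labelled. On 1 simulated data set with fold changes added to 200 genes in the groups as labelled, edgeR called 92.5% of the genes changed at least 2-fold. It had 3.07% false calls, and DESeq2 had 14.1%. The counts were drawn with the dispersions that edgeR estimated and without a trend on GC content. The simulation therefore cannot show how many of the DESeq2 calls on the real data are false. In the paper's sample set 12 genes were called without fishmeal mouse 20, 13 without fishmeal mouse 13 and 15 without fishmeal mouse 16, salmon filet mouse 25 or salmon filet mouse 26. As labelled, 35 genes were called without fishmeal mouse 12. The groups as labelled did not overlap for 21 of the called genes with a mean CPM of at least 1, where chance gives 0.433% of genes.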

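Among the genes called in fishmeal against salmon filet without overlap in the groups as labelled, Sqle, Fdps, Mvd, Idi1 and Acss2 had the largest changes, and each was lower in 5 of 5 fishmeal mice in the paper's sample set, for which values are given. The squalene epoxidase Sqle (ENSMUSG00000022351, chromosome 15 from 59315077 to 59331192 in GRCm38) fell from a CPM of 56.3 ± 13.4 (SD, n = 5) with salmon filet to 9.06 ± 4.77 (SD, n = 5) with fishmeal, a log2 fold change of -2.65 (SE 0.32, adjusted p = 0.00427). Fdps (ENSMUSG00000059743, chromosome 3 from 89093588 to 89101959), which overlaps Gm43738 on the same strand, fell from 16.5 ± 4.47 (SD, n = 5) to 2.99 ± 0.572 (SD, n = 5), a log2 fold change of -2.48 (SE 0.193, adjusted p = 1.36e-04). The log2 fold changes were -2.25 for Mvd (SE 0.31, adjusted p = 0.0106), -1.92 for Idi1 (SE 0.266, adjusted p = 0.0107) and -1.75 for Acss2 (SE 0.277, adjusted p = 0.0268). The position of Acss2 overlaps Ggt7 and Gss on the other strand. Of the 10 fits that each left out 1 mouse, 2 stayed below 0.05 for Acss2, whose adjusted p was 0.11 without fishmeal mouse 13. All 10 stayed below 0.05 for Sqle, Fdps, Mvd and Idi1.

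**Figure D2:**
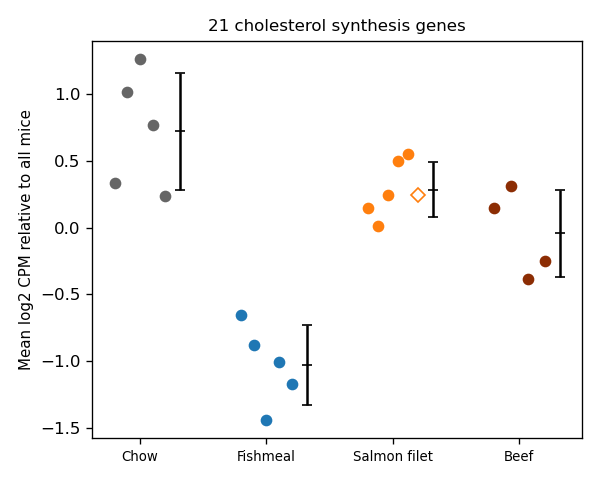
Mean log2 CPM of 21 cholesterol synthesis genes relative to all mice (y axis) by diet as labelled (x axis), with 1 point per mouse, black bars for mean ± SD and an open diamond for mouse 31. The 5 fishmeal mice lie from -1.44 to -0.65.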

Several of the downregulated genes were involved in cholesterol or sterol biosynthesis synthesis, including the rate-limiting enzyme HMG-CoA reductase (*Hmgcr*). To identify molecular pathways that were altered, we performed a KEGG pathway overrepresentation analysis of genes that were differentially expressed with an fdr < 0.1. 

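All 21 cholesterol synthesis enzymes were lower with fishmeal than with salmon filet, with a median log2 fold change of -1.35 in the paper's sample set and -1.31 as labelled. Of these, 15 were called over all genes tested and 20 when adjusted over the list alone, and as labelled 14 and 20. The adjusted p of the list in the paper's sample set was 9.63e-53 under camera, 1.92e-04 under fry and 0.00724 under camera with an estimated correlation, and the list's mean was lower in 5 of 5 fishmeal mice. The list of fatty acid synthesis genes under SREBP-1c, a transcription factor, had a median log2 fold change of -0.62 in the paper's sample set (adjusted p = 5.88e-07 under camera, 0.162 under fry and 0.245 with an estimated correlation) and of -0.53 as labelled. For targets of the drug-sensing receptors CAR and PXR the median was 0.29 in the paper's sample set (adjusted p = 2.35e-04 under camera, 0.162 under fry and 0.155 with an estimated correlation, higher in 4 of 5 mice) and 0.32 as labelled. Of the P450 genes, 1 of 71 was called, Cyp51, and it was lower with fishmeal. DESeq2 on the paper's sample set called 4 of 86, 3 higher and 1 lower.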

Again, the most downregulated pathways were related to cholesterol and steroid biosynthesis, drug metabolism as well as metabolism of other components, such as retinol, pentose/glucuronate, pyruvate or FAs (Fig. 6b).

**Fig. 6:**
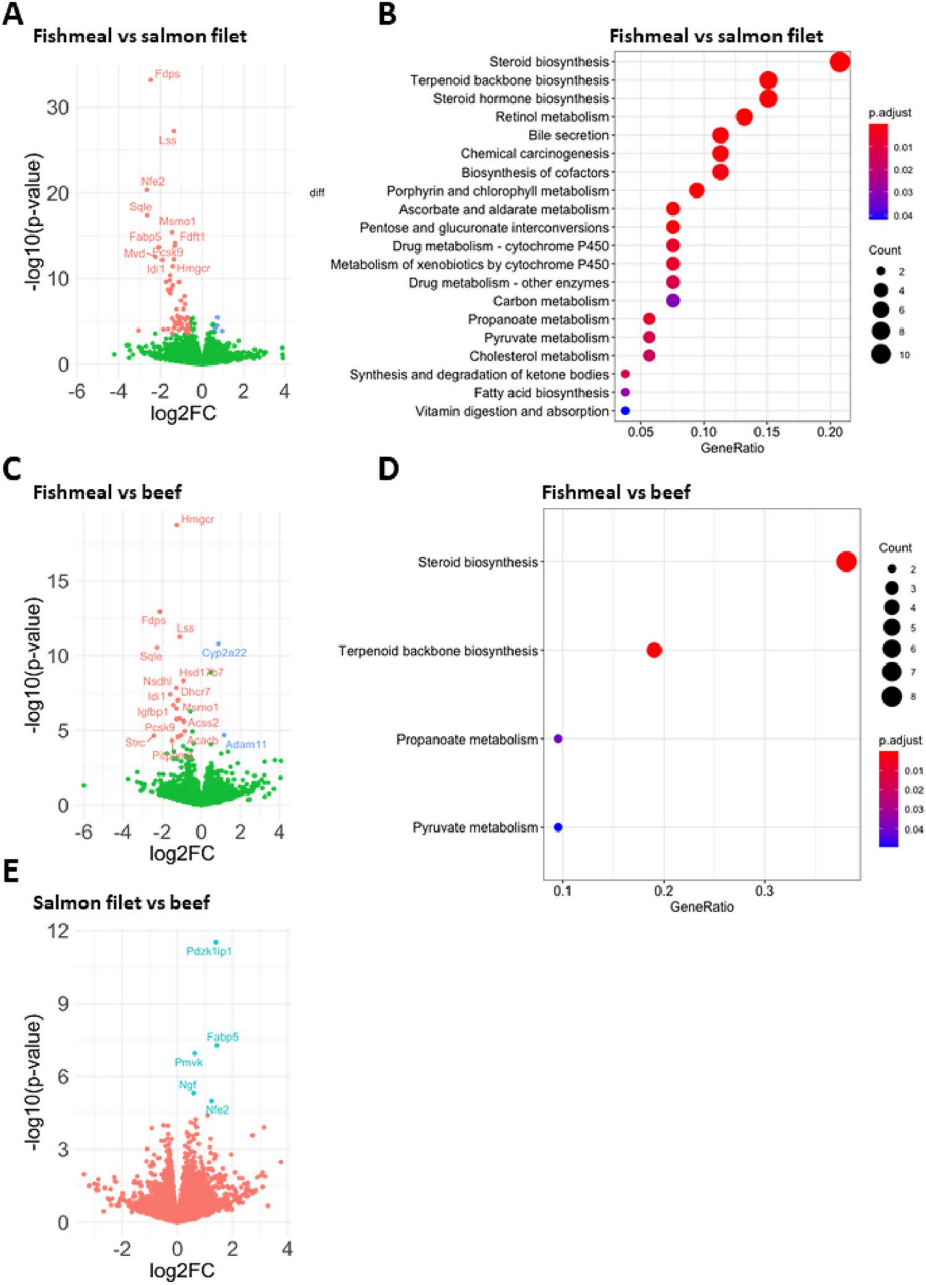
Fishmeal consumption leads to a downregulation of genes related to steroid metabolism in liver. Differential hepatic gene expression analysis between mice fed HFD containing fishmeal, salmon filet or beef. **a** Differential hepatic gene expression analysis of mice fed fishmeal versus salmon filet. Genes upregulated in fishmeal fed mice are indicated in blue (FC > 1.5, fdr < 0.05) and downregulated genes are indicated in red (FC < -1.5, fdr < 0.05). **b** Overrepresentation analysis of genes downregulated in mice fed fishmeal compared to salmon filet. The most enriched KEGG pathways are shown; colours indicate adjusted *p*-values and circle sizes indicate gene counts for the given pathways. **c** Differential hepatic gene expression analysis of mice fed fishmeal versus beef (colour coded as described in A). **d** Overrepresentation analysis of genes downregulated in mice fed fishmeal compared to beef (colour coded as described in B). **e** Differential gene expression analysis of mice fed salmon filet versus beef. Genes that were upregulated in the salmon group are indicated in green (FC > 1.5, fdr < 0.05). *N* = 5 per group

Next, we compared gene expression in livers of mice fed fishmeal and beef (Fig. 6c). 

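Fishmeal against beef gave 4 called genes in the paper's sample set, out of 13354 protein coding genes tested, of which 287 had an unadjusted p under 0.05. Among them, Lss and Fdps were lower and Cyp2a22 was higher with fishmeal. As labelled, 1 gene was called, and 257 genes had an unadjusted p under 0.05. DESeq2 moved the count most, to 27 in the paper's sample set and to 20 as labelled. In the paper's sample set the count was 1 without mouse 13, 16, 20, 31, 32 or 35 and 2 without mouse 12, 14 or 40. As labelled it was 0 without mouse 12, 13, 14, 16, 35 or 40 and 3 without mouse 39. Lss (ENSMUSG00000033105, chromosome 10 from 76531588 to 76557138 in GRCm38) fell from a CPM of 72.7 ± 13.4 (SD, n = 5) with beef to 33.6 ± 4.67 (SD, n = 5) with fishmeal, a log2 fold change of -1.11 (SE 0.145, adjusted p = 0.0337). For Fdps the log2 fold change was -2.14 (SE 0.293, adjusted p = 0.0375, and 0.144 without fishmeal mouse 14), and as labelled the adjusted p of both Lss and Fdps was 0.127. Fdps stayed below 0.05 in 2 of the 10 fits that each left out 1 mouse of the paper's sample set.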

We identified 27 genes that were differentially expressed (fdr < 0.05, Supplementary Table S5b). 

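Cyp2a22 (ENSMUSG00000091867, chromosome 7 from 26931631 to 26939384 in GRCm38), a cytochrome P450 that is 95.4% identical to Cyp2a12 over 3462 bases, had a CPM of 406 ± 58.3 (SD, n = 5) with fishmeal and 225 ± 20 (SD, n = 5) with beef in the paper's sample set. Its log2 fold change was 0.85 (SE 0.122, adjusted p = 0.0469, higher in 5 of 5 mice), and as labelled the adjusted p was 0.152. Of the 10 fits that each left out 1 mouse of the paper's sample set, 1 stayed below 0.05. The adjusted p was highest without fishmeal mouse 20, at 0.177. The metalloprotease-like gene Adam11 (ENSMUSG00000020926, chromosome 11 from 102761439 to 102780262) had a CPM of 8.46 ± 0.729 (SD, n = 5) with fishmeal and 3.81 ± 1.63 (SD, n = 5) with beef, a log2 fold change of 1.15 (SE 0.268, adjusted p = 0.461, higher in 5 of 5 mice), and as labelled 1.02 (adjusted p = 0.95). With beef mouse 32 left out of the groups as labelled, its log2 fold change was 0.76 (adjusted p = 0.301). DESeq2 on the paper's sample set gave an adjusted p of 5.89e-08 for Cyp2a22 and 0.0149 for Adam11.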

Only two of these genes were > 1.5-fold increased (*Cyp2a22*, *Adam11*), while 20 genes were > 1.5-fold downregulated. KEGG pathways enriched among the differentially expressed genes were steroid biosynthesis, terpenoid backbone biosynthesis, propionate metabolism and pyruvate metabolism (Fig. 6d). 

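In the paper's sample set, 3 genes, Lss and Fdps among them, were called and lower with fishmeal in both comparisons, which is 75% of the 4 called against beef. As labelled, 1 gene was shared. With DESeq2, the alternative that moved this most, 19 genes were shared in the paper's sample set, 18 of them lower, and 17 as labelled, 16 of them lower. Across all genes, which are not independent replicates, the log2 fold changes against salmon filet and against beef correlated with r = 0.537. Both comparisons use the same fishmeal mice, and simulated counts without any diet effect gave a mean r of 0.503 with a highest of 0.519, and 0 shared calls in 10 simulations. The share of genes changed in the same direction was 65.5%, no higher than the simulated mean of 66.7%. These simulations redrew all 3 groups. The simulation set before the data were examined redrew the fishmeal mice alone. It gave a mean r of 0.321 with a highest of 0.332, a mean share of 62.6% and 0 shared calls, so the observed r and share lay above it. Whether the correlation across all genes exceeds what the shared mice bring thus depends on the simulation. The cholesterol synthesis enzymes had a median log2 fold change of -0.95 against beef in the paper's sample set and -0.83 as labelled, with all 21 lower. Of these, 3 were called over all genes tested and 19 when adjusted over the list alone, and as labelled 1 and 20. The adjusted p of the list against beef was 3.78e-47 under camera, 0.00479 under fry and 0.0172 under camera with an estimated correlation, with a lower list mean in 5 of 5 fishmeal mice.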

Overall, consumption of fishmeal led to downregulation of many of the same genes and pathways when compared to either salmon filet or beef.

Lastly, we compared gene expression in livers of mice fed salmon filet and beef (Fig. 6e). Despite larger differences in FA composition between beef and salmon filet (see Table 2), only 5 protein coding genes were differentially expressed (fdr < 0.05, Supplementary Table S5c). 

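Salmon filet against beef gave 0 called genes in the paper's sample set, out of 13318 protein coding genes tested, of which 660 had an unadjusted p under 0.05, and 0 as labelled, with 470 at an unadjusted p under 0.05. DESeq2 on the paper's sample set called 5 genes, and 0 as labelled, where 584 had an unadjusted p under 0.05. Without salmon filet mouse 23 edgeR called 2 genes in the paper's sample set, Pdzk1ip1 and Pmvk.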

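In the paper's sample set, Pdzk1ip1, Fabp5, Nfe2 and Pmvk were each higher in 5 of 5 salmon filet mice than the mean with beef, and the groups did not overlap for any of them. Pdzk1ip1 (ENSMUSG00000028716, chromosome 4 from 115088708 to 115093899 in GRCm38) had a CPM of 2.99 ± 0.641 (SD, n = 5) with salmon filet and 1.15 ± 0.194 (SD, n = 5) with beef, a log2 fold change of 1.392 (SE 0.188, adjusted p = 0.117 with edgeR). Fabp5 (ENSMUSG00000027533, chromosome 3 from 10012548 to 10016607), a fatty acid binding protein, had a log2 fold change of 1.43 (SE 0.259, adjusted p = 0.678). The log2 fold change was 1.233 for Nfe2 (SE 0.283, adjusted p = 0.922) and 0.63 for Pmvk (SE 0.106, adjusted p = 0.461). Without salmon filet mouse 23 the adjusted p was 0.0263 for both Pdzk1ip1 and Pmvk. With DESeq2 the adjusted p was 5.54e-08 for Pdzk1ip1, 4.21e-04 for Fabp5, 0.0316 for Nfe2 and 5e-04 for Pmvk. As labelled, the groups overlapped for these 4 genes, whose edgeR adjusted p was 1.

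**Figure D3:**
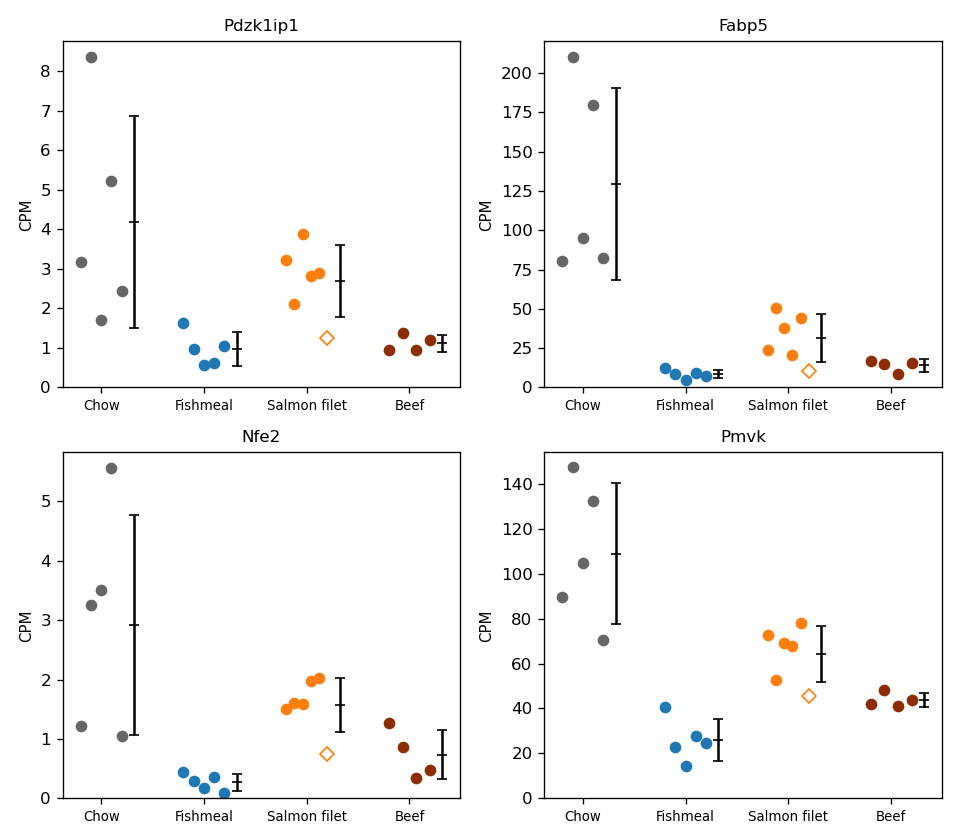
CPM (y axes) of Pdzk1ip1, Fabp5, Nfe2 and Pmvk by diet as labelled (x axis), with 1 point per mouse, black bars for mean ± SD and an open diamond for mouse 31. Mouse 31 is drawn with salmon filet, where the groups overlap for all 4 genes, and with mouse 31 counted as beef they do not.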

*Pdzk1ip1*, *Fabp5*, *Nfe2*, *Pmvk* and *Ngf* were all upregulated in mice fed salmon filet compared to beef (FC > 1.5). This did not allow for gene set enrichment analyses. 

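Fishmeal was also compared with salmon filet and beef together, which does not depend on the group of mouse 31. This gave 22 called genes, 21 lower and 1 higher with fishmeal, out of 13562 protein coding genes tested, and DESeq2 called 49. Leaving out fishmeal mouse 14 gave 12 genes, salmon filet mouse 27 gave 13 and fishmeal mouse 13 gave 14. Among called genes without overlap between groups, which numbered 20 where chance gives 0.0666% of genes, the largest log2 fold changes were -2.46 for Sqle, -2.31 for Fdps, -1.75 for Idi1, -1.46 for Acss2 and -1.41 for Cyp51. Idi1 had an adjusted p of 0.0562 without fishmeal mouse 14 and Acss2 of 0.168 without fishmeal mouse 13. Of the 15 fits that each left out 1 mouse, 14 stayed below 0.05 for Idi1, 6 for Acss2 and all 15 for Sqle, Fdps and Cyp51. All 21 cholesterol synthesis enzymes were lower, with a median log2 fold change of -1.12, and 13 were called over all genes tested and 20 when adjusted over the list alone. The list's adjusted p was 8.27e-64 under camera, 6.4e-05 under fry and 0.00123 under camera with an estimated correlation, and its mean was lower in 5 of 5 fishmeal mice. Relative to all mice, the mean log2 CPM of these enzymes was -1.03 ± 0.30 (SD, n = 5) with fishmeal, 0.29 ± 0.23 (SD, n = 5) with salmon filet and 0.02 ± 0.31 (SD, n = 5) with beef in the paper's sample set, and 0.72 ± 0.44 (SD, n = 5) in chow-fed mice. From the comparisons of fishmeal with salmon filet and with beef, the paper proposes that pathways of steroid synthesis were repressed in the livers of fishmeal-fed mice.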

To conclude from all comparisons, steroid synthesis-related pathways in particular seemed repressed in the livers of mice receiving fishmeal.

### Fishmeal consumption increased the accumulation of cholesterol in liver

Several studies have shown that both protein from fish as well as marine FAs can modify circulating lipids and metabolism of lipids in liver [14]. Our discovery of a likely repression of the steroid and cholesterol biosynthesis pathways in mice receiving fishmeal, prompted us to follow up with detailed analysis of circulating and hepatic lipids. As expected, feeding with all HFDs increased plasma concentrations of triglycerides, total cholesterol, HDL cholesterol as well as LDL and VLDL cholesterol (Fig. 7a–b). Similarly, high-fat feeding also increased hepatic levels of triglycerides and total cholesterol, as compared to chow-fed mice (Fig. 7c). Levels were similar between the HFD groups, but interestingly, mice fed fishmeal had higher levels of hepatic cholesterol (Fig. 7c) as compared to mice fed salmon filet (35% increase, *p* = 0.002) or beef (36% increase, *p* = 0.002). Dietary fishmeal also tended to increase the concentration of plasma cholesterol (Fig. 7a) as compared to salmon filet (unadjusted *p* = 0.029, not significant after adjustment for multiple testing).

**Fig. 7:**
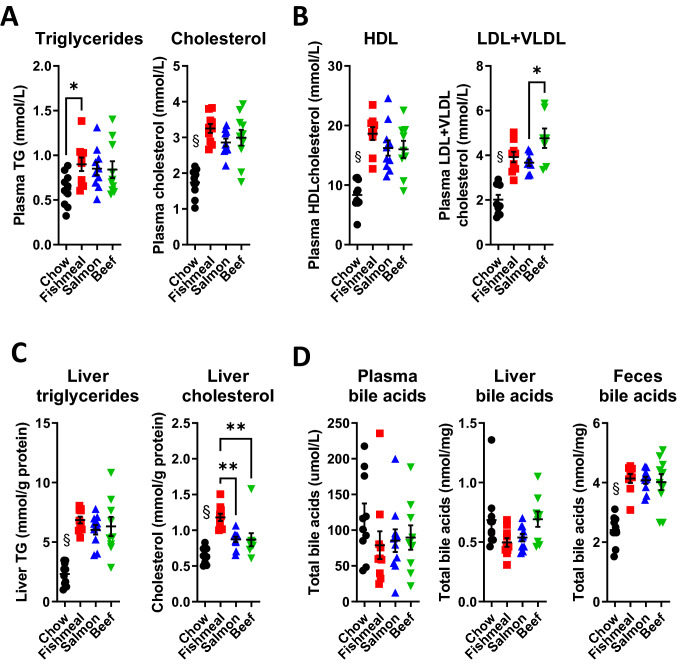
Fishmeal feeding leads to increased hepatic cholesterol levels. Content of triglycerides, cholesterol and bile acids in mice fed fishmeal, salmon filet or beef. **a** Plasma triglycerides and cholesterol levels. **b** HDL cholesterol and LDL/VLDL cholesterol levels. **c** Hepatic triglycerides and cholesterol levels. **d** Concentrations of total bile acids in plasma, liver and feces. Statistical testing was done with one-way ANOVA and Tukey’s or Dunnett’s test for multiple comparisons. §*p* < 0.05 between chow and at least two other groups. *p < 0.05, **p < 0.01 between indicated groups

To investigate if hepatic alterations in cholesterol levels were reflected in altered bile acid concentrations, we measured total bile acids in plasma, liver and faeces. Plasma bile acid concentrations were highly variable, and there were no significant differences in bile acids between the groups (Fig. 7d). No differences were observed in bile acid concentration in livers among the groups; however, feeding with HFD increased the concentration of bile acids in faeces as compared to feeding with chow.

### High cholesterol content in fishmeal results in hepatic repression of cholesterol metabolism

To further investigate why mice receiving fishmeal had elevated hepatic cholesterol, we analysed expression of genes important for hepatic cholesterol uptake, synthesis and excretion. RT-qPCR analysis with all individuals included pr. group (*n* = 10) also functioned to verify our transcriptomic analyses that identified several genes in the cholesterol and sterol biosynthesis pathways as repressed in fishmeal compared to salmon filet or beef (see Fig. 6a). Both *Hmgcr* and *Fdps*, which are involved in cholesterol and sterol biosynthesis, were downregulated in fishmeal compared to salmon filet-fed mice (Fig. 8a). *Pcsk9*, an important regulator of LDL receptor degradation, was also downregulated in mice fed fishmeal compared to salmon. Interestingly, while HFD seemed to suppress expression of hepatic genes involved in cholesterol uptake and synthesis, the effect was stronger when the diet was substituted with fishmeal compared to salmon filet.

**Fig. 8:**
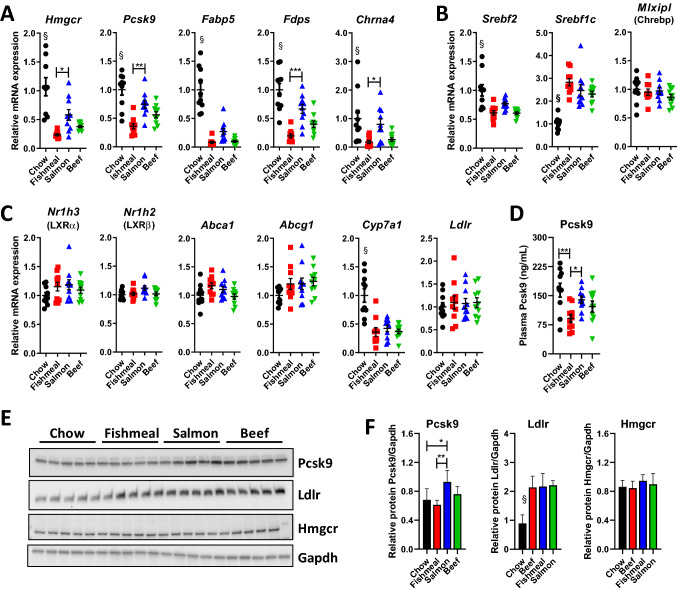
Fishmeal feeding leads to circulating PCSK9. Expression of hepatic genes important for steroid hormone synthesis and cholesterol metabolism in mice fed fishmeal, salmon filet or beef (*n* = 10). **a** Validation RNA sequencing analysis with RT-qPCR analysis of selected genes identified as low expressed in fishmeal compared to salmon or beef (*Hmgcr*, *Pcsk9*, *Fabp5*, *Fdsp*, *Chrna4*). **b** Expression of mRNAs encoding genes regulating cholesterol synthesis (*Srebf2*) and lipogenesis (*Srebf1c* and *Mlxipl*/Chrebp). **c** Expression of cholesterol metabolite sensors (*Nr1h3*/LXRα and *Nr1h2*/LXRβ), cholesterol efflux transporters (*Abca1* and *Abcg1*) and the rate-limiting enzyme in bile acid synthesis (*Cyp7a1*). **d** Plasma PCSK9 protein levels. **e**–**f** Immunoblot analysis and relative quantification of hepatic Pcsk9, Ldlr, Hmgcr and Gapdh protein levels (*n* = 5). Statistical testing was done with one-way ANOVA and Tukey test for multiple comparisons. $*p* < 0.05 between chow and at least two other groups. *p < 0.05, *p < 0.01 between indicated groups

Next, we measured expression of transcription factors known to stimulate cholesterol synthesis (*Srebf2*) and lipogenesis (*Srebf1c* and *Mlxipl*/Chrebp), and transcription factors that are activated when cholesterol metabolites accumulates in liver (*Nr1h3*/LXRα and *Nr1h2*/LXRβ) to stimulate hepatic removal of cholesterol by activating the cholesterol efflux transporters (*Abca1* and *Abcg1*) and the rate-limiting enzyme in bile acid synthesis (*Cyp7a1*). Several of these genes were differently expressed between chow and the HFD groups, but no differences in expression were observed between the fishmeal, salmon filet and beef groups (Fig. 8b–c).

Based on our gene expression analysis, we centred our attention on hepatic uptake of LDL, since several genes in this process were expressed at lower levels in the fishmeal group compared to salmon filet. Plasma levels of the Pcsk9 protein, as well as hepatic expression of Pcsk9 protein, were lower in fishmeal compared to the chow or salmon filet groups (Fig. 8d–f). Hepatic protein expression of Ldlr was similarly elevated in all HFD groups compared to chow, whereas protein expression of Hmgcr was similar in all groups. Although these analyses are insufficient to give a clear explanation for the observed higher content of hepatic cholesterol with fishmeal, it suggests that fishmeal represses Pcsk9 expression, which in turn may affect hepatic Ldlr recycling and/or hepatic cholesterol uptake.

## Discussion

In this study, we used mice to investigate metabolic effects of dietary intake of protein from salmon fishmeal and two protein sources that are traditionally used in the human diet. Custom-made HFDs, with half of the dietary protein from fishmeal, salmon filet or beef, were given obese and glucose intolerant female mice. These mice were compared to reference mice given a standard rodent chow diet. All HFDs seemed well tolerated, based on equal consumption of food, animal growth curves, energy substrate oxidation, glucose tolerance, plasma lipids and markers of hepatic toxicity. Still, mice fed fishmeal had alterations in the hepatic transcriptome and increased liver cholesterol, which was accompanied by a tendency for increased liver weight and plasma cholesterol. Thus, we concentrated our molecular analysis on dissecting changes in hepatic cholesterol metabolism and pathways involved.

The high-fat diets were isocaloric and adjusted to contain equal amounts of carbohydrates, protein and fat. Still, detailed analysis of the protein supplements revealed differences in amino acid composition, certain vitamins and minerals, FA saturation and cholesterol content. The source of dietary proteins may influence metabolism by differences in amino acid content and bioactive peptides [3, 14, 29]. Fishmeal contained high levels of glycine, proline and hydroxyproline compared to salmon filet and beef, probably due to a high collagen content. None of these are essential amino acids. Collagen peptides are reported to have antioxidant properties as well as angiotensin I-converting enzyme inhibitory properties [3], while supplementation with glycine may improve glucose tolerance in humans and rodents [30]. 

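For a list of 30 antioxidant genes, 28 with a mean CPM of at least 1, the median log2 fold change of fishmeal was 0.11 against salmon filet and 0.18 against beef in the paper's sample set, and 0.13 and 0.15 as labelled. Salmon filet against beef had a median of 0.10 in the paper's sample set and 0.07 as labelled. Of the genes tested, 0 were called in any of these comparisons, and 4, 0 and 2 had an unadjusted p under 0.05 in the paper's sample set. The list's adjusted p under camera was 0.0552 against salmon filet, 3.14e-05 against beef and 0.0352 for salmon filet against beef in the paper's sample set, and 0.00442, 8.09e-04 and 0.2 as labelled. Under fry it was 0.759, 0.271 and 0.383 in the paper's sample set, and under camera with an estimated correlation 0.617, 0.219 and 0.471. The list's mean was higher with fishmeal in 5 of 5 mice than the mean with beef. Against the mean with salmon filet it was higher in 2 of 5 in the paper's sample set and 3 of 5 as labelled. Single fishmeal and beef mice overlapped, with -0.07 to 0.03 in fishmeal mice other than mouse 12 and up to 0.007 in beef mice. Without fishmeal mouse 12 the median fell to 0.04 against beef and to 0.01 against salmon filet as labelled.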

Our transcriptomic analysis revealed no clear differences in hepatic expression of genes in antioxidant signalling pathways, and glucose clearance was similar between the three diets.

With respect to vitamins and minerals, fishmeal contained high levels of vitamin B_12_, copper, zinc, calcium and iodine. These nutrients are not suspected to alter hepatic cholesterol levels, but particularly for copper, the high levels resulted in intake above recommended levels for human consumption (normalized to mg/kg body weight). The Nordic Nutrition Recommendations from 2012 recommend an upper intake level of 5 mg copper pr. day [28], which for an adult human will be reached with a daily intake of 58 g of fishmeal. We did not observe any sign of copper toxicity with this diet for 10 weeks, but the high content of zinc may have functioned as a chelating agent and prevented copper uptake [31]. Nevertheless, the high content of several nutrients in fishmeal must be considered if salmon fishmeal is to be used as an ingredient in food for human consumption.

With respect to the FA composition, freeze-dried fishmeal and salmon filet contained low levels of SFA compared to beef. Fishmeal also contained higher levels of certain marine PUFAs (EPA and DHA) compared to beef, but levels were low compared to salmon filet. Studies in rodents have shown that intake of omega FAs can increase, while intake of saturated FAs can decrease insulin sensitivity [32]. We observed no differences in glucose uptake in our study, as assessed by GTT, suggesting that all diets affected insulin signalling similarly. PUFAs may further signal to influence lipid metabolism and inflammation [7–9], and prevent hepatic cholesterol accumulation [33]. Interestingly, the observed hepatic cholesterol levels in our study are in line with effects mediated by differences in PUFA content between freeze-dried fishmeal and salmon filet, but not when compared to beef, suggesting that levels of PUFA alone cannot explain increased cholesterol accumulation with fishmeal. Importantly, all three diets contained high levels of SFA from lard, which may mask a potential metabolic response caused by differences in PUFAs present at low levels.

In addition to differences in FAs, cholesterol content was higher in freeze-dried fishmeal compared to salmon filet and beef, resulting in 0.11% versus ~ 0.05% cholesterol in the final diets, respectively. To determine if the increased dietary intake of cholesterol with fishmeal was responsible for elevated hepatic cholesterol levels, we analysed pathways important for cholesterol metabolism. Hepatic cholesterol levels are balanced by several pathways; uptake of cholesterol-rich lipoproteins, de novo cholesterol synthesis, cholesterol excretion into the bile and conversion of cholesterol into bile acids. Mice will regulate these pathways to accommodate changes in dietary cholesterol and are efficient in clearing excess cholesterol when needed. Mice fed a diet containing 20-fold higher dietary cholesterol (2%) than our fishmeal diet (0.11%) for ten weeks increased hepatic cholesterol content ~ threefold [34]. In these mice, excessive cholesterol resulted in reduced expression of the rate-limiting enzyme in de novo cholesterol synthesis (*Hmgcr*), increased expression of the rate-limiting enzyme in conversion of cholesterol into bile acids (*Cyp7a*) and increased faecal bile acid secretion [34]. In our study, expression of *Hmgcr* was reduced in mice given fishmeal compared to mice given salmon filet, but we observed no differences in activation of LXRs and induction of cholesterol efflux (*Abca1* and *Abcg1*) or bile acid synthesis (*Cyp7a*) compared to chow diet. This suggests that the higher cholesterol content in the HFDs compared to chow mainly repress de novo cholesterol synthesis. Still, there seemed to be some differences also with respect to cholesterol uptake between the diets. Cholesterol uptake is mediated by three different receptors [35, 36]; LDL receptor (*Ldlr*; uptake of LDL and chylomicron remnants), the LDL receptor-related protein (*Lrp1*; uptake of chylomicron remnants) and Scavenger receptor class B type 1 (*Scarb1*, uptake of HDL). In the current study, hepatic expression and circulating levels of Pcsk9 were reduced with fishmeal compared to mice given salmon filet. Reduced levels of Pcsk9 are expected to favour recycling and prevent lysosomal degradation of Ldlr leading to increased Ldlr-mediated LDL uptake at the plasma membrane [37]. Despite the altered Pcsk9 levels, hepatic mRNA and protein expression of Ldlr as well as plasma levels of HDL and LDL + VLDL were similar between fishmeal, salmon filet and beef. This points to alterations in chylomicron remnants as the casual driver for elevated hepatic cholesterol with fishmeal; the higher cholesterol content in fishmeal may increase cholesterol-rich chylomicron remnants taken up by liver, resulting in hepatic cholesterol accumulation and repression of de novo cholesterol synthesis.

Several studies have suggested potential health benefits of fish proteins, but the available data are unclear. It has been reported that low-dose cod protein supplementation have potential favourable health effects on glucose metabolism [15, 16] and LDL cholesterol [16], although supplementation with salmon, cod or herring protein did not influence markers of glucose tolerance when compared to milk protein in another study [38]. We recently tested the fishmeal used in this study in a randomized trial on pre-diabetic human participants [20]. Dietary supplementation with a modest dose of fishmeal (7.5 g/d) for 8 weeks was well tolerated but did not influence cardiometabolic health markers or glucose clearance compared to placebo [20]. Since human trials examining health effects of lean and fatty fish protein supplements given at modest doses have variable results, a main objective of this rodent study was to investigate health effects with high intake of fishmeal. We did not observe differences in glucose clearance in obese mice with high intake (half of the protein) from fishmeal, salmon filet or beef. Our results in mice contrast several previous studies in rodents that have indicated positive metabolic health effects of diets containing lean or fatty fish, fish protein or fish protein hydrolysates [17–19, 39–42]. Rats fed a high-fat diet supplemented with cod had improved insulin sensitivity compared to rats fed casein or soy [39]. Mice fed a Western diet supplemented with lean seafood (scallop and fish filet) had reduced fat mass and improved glucose metabolism compared to lean meat supplementation, possibly due to lower feed intake and higher activity levels [42]. Rats fed protein hydrolysates from bonito, herring, mackerel or salmon had reduced expression of inflammatory cytokines in adipose tissue compared to casein [17]. Moreover, mice fed salmon protein hydrolysate gained less weight and had increased insulin sensitivity compared to casein-fed mice [17]. Collectively, these rodent studies suggest that not only marine FAs but also fish proteins mediate the beneficial health effects of fish. It is not clear why we are unable to replicate the above findings, but our study was designed differently. Our diet intervention started in obese mice, enabling us to circumvent effects on development of adiposity, with differences in body weight as a mediator of effectiveness on glucose clearance. Furthermore, food consists of many different macro- and micronutrients that may potentially signal independently of the tested ingredients, in our case proteins. Our carefully designed isocaloric diets, resulting in equal energy consumption of energy substrates (carbohydrates, protein and fat) and may have limited several confounding factors not necessarily accounted for in previous rodent studies.

In conclusion, our study reveals no sign of toxicity of fishmeal in mice, when constituting 50% of total dietary protein, but results in a significant rise in hepatic cholesterol. The biological mechanism behind the elevated hepatic cholesterol should be dissected further before fishmeal is used for human consumption. Lastly, industrial production of fishmeal with lower levels of cholesterol and certain minerals may be necessary before salmon by-products can be endorsed as a dietary component suitable for human consumption at higher doses.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

Supplementary file3

## Data Availability

Gene expression data described in this study are available in the NCBI GEO repository (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE188546, accession number GSE188546). Remaining data that support the findings of this study are available from the corresponding author upon reasonable request.

## Abbreviations

Hmgcr: 3-Hydroxy-3-methylglutaryl *coenzyme A* reductase
ALT: Alanine transaminase
AST: Aspartate transaminase
DHA: Docosahexaenoic acid
EPA: Eicosapentaenoic acid
FA: Fatty acids
GTT: Glucose tolerance testing
HFD: High-fat diet
Ldlr: Low-density lipoprotein receptor
MUFA: Monounsaturated fatty acids
PPARs: Peroxisome proliferator-activated receptors
PUFA: Polyunsaturated fatty acids
Pcsk9: Proprotein convertase subtilisin/kexin 9
SFA: Saturated fatty acids
SREBPs: Sterol regulatory element binding proteins
Tbp: Tata-binding protein

# Supplementary material for: Consumption of salmon fishmeal increases hepatic cholesterol content in obese C57BL/6 J mice
**Source:** Eur J Nutr. 2022 Jul 5;61(8):4027–43. doi: 10.1007/s00394-022-02930-y
**Supplement:** Supplementary file 1 — Supplementary file1

**Supplemental Fig. S1**

**

**

Supplementary Fig. 1. High fat diet feeding leads to obesity and reduced glucose tolerance.

Mice were fed a chow diet or a high fat diet for 10 weeks.

**a)** Body weight was measured weekly.

**b-c)**. Lean mass and fat mass (g) was measured with NMR.

**d-e)** Blood glucose after 5 hours fasting, and 1 hour after injection (i.p) of glucose (2 g/kg lean mass).

Statistical testing was done with a repeated measures ANOVA (A) or a students T-test. *p<0.05, ***p<0.001, ****p<0.0001.

**Supplemental Fig. S2**

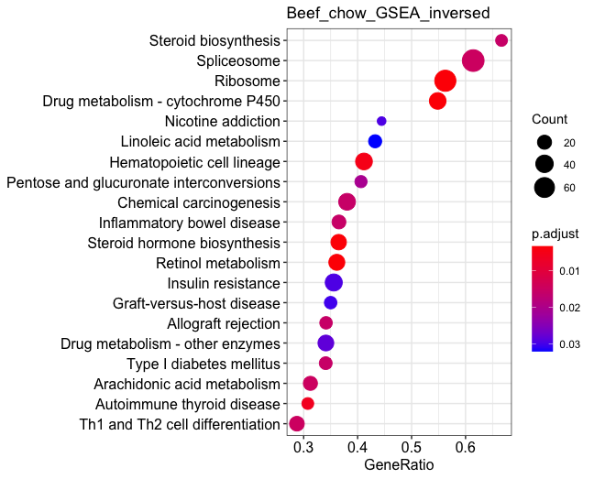

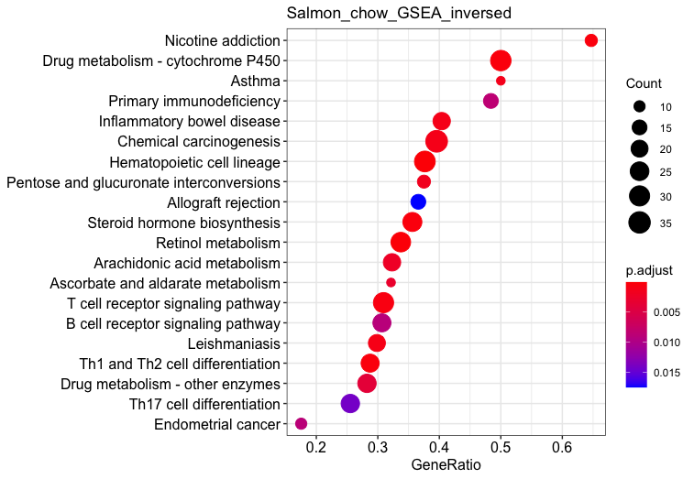

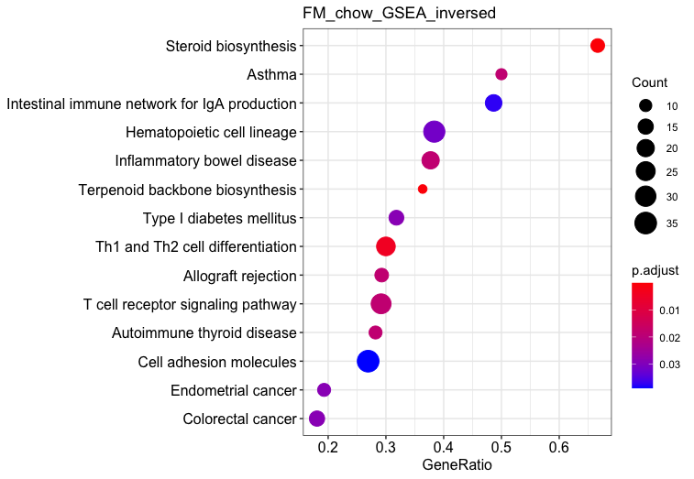

**A**

**B**

**C**

Fishmeal vs. chow

Salmon vs. chow

Beef vs. chow

**Supplementary Fig. 2. Gene set enrichment analysis against chow diet**

Gene set enrichment analysis (KEGG pathways) of differentially expressed genes in liver of mice fed a HFD supplemented with either fishmeal, salmon filet or beef, versus mice fed a chow diet.

**a)** Fishmeal versus chow.

**b)** Salmon filet versus chow.

**c)** Beef versus chow.

Supplementary Table S1. Amino acid content in freeze dried fishmeal, salmon filet and beef (g/100 g).

|  | **Fishmeal** | **Salmon filet** | **Beef** |
| --- | --- | --- | --- |
| ***Essential AA*** |  |  |  |
| Leucine | 4.6 | 4.3 | 4.9 |
| Isoleucine | 2.5 | 2.5 | 2.7 |
| Histidine | 1.5 | 1.5 | 2.4 |
| Lysine | 4.6 | 5.1 | 5.5 |
| Methionine | 1.8 | 1.7 | 1.6 |
| Phenylalanine (Total) | 2.5 | 2.4 | 2.5 |
| Threonine | 2.9 | 2.6 | 2.7 |
| Tryptophan | 0.87 | 0.77 | 0.85 |
| Valine (Total) | 3.2 | 2.9 | 3.0 |
| ***Non-essential AA*** |  |  |  |
| Alanine | 3.9 | 3.3 | 3.7 |
| Arginine (Total) | 4.0 | 3.3 | 4.0 |
| Aspartic acid | 5.8 | 5.5 | 5.7 |
| Cysteine + Cystine | 0.75 | 0.63 | 0.68 |
| Glutamic acid (Total) | 7.6 | 7.5 | 9.3 |
| Glycine | 5.1 | 2.6 | 3.3 |
| Proline (Total) | 3.2 | 2.0 | 2.7 |
| Serine (Total) | 2.9 | 2.1 | 2.4 |
| Tyrosine (Total) | 2.0 | 1.9 | 2.0 |
| Hydroxyproline | 0.57 | <0.05* | <0.05* |
| Ornithine | 0.067 | <0.05* | <0.05* |

*Below limit of detection.

Supplementary Table S2. Micronutrient content of salmon fishmeal

| **Nutrient per 100 g** | **Fishmeal** | **Salmon filet #** | **Beef #** |
| --- | --- | --- | --- |
| **Vitamins (per 100 g)** |  |  |  |
| Vit B_1_, thiamine (mg) | 0.15 | *0.32* | *0.12* |
| Vit B_2_, riboflavin (mg) | **5.1** | *0.30* | *0.33* |
| Vit B_3_, Niacin (mg) | 14 | *20* | *13* |
| Vit B_5_, pantothenic acid (mg) | 6.2 | *-* | *-* |
| Vit B_6_, pyridoxine hydrochloride (mg) | 0.34 | *1.4* | *1.3* |
| Vit B_8_, Biotin (µg) | 219 | *-* | *-* |
| Vit B_9_, Folate (mg) | 0.60 | *0.019* | *0.012* |
| Vit B_12_, cyanocobalamin (µg) | **61** | *9.5* | *3.3* |
| Vit D_3_, cholecalciferol (µg) | 4.8 | *27* | *0.61* |
| Vit E, alpha-Tocopherol (mg) | 8.1 | *3.8* | *1.5* |
| **Minerals (per 100 g)** |  |  |  |
| Calcium (mg) | **2500** | *19* | *12* |
| Copper(mg) | **8.6** | *0.11* | *0.18* |
| Iodine (mg) | **0.17** | *0.01* | *0.01* |
| Iron (mg) | 11 | *0.81* | *6.4* |
| Magnesium (mg) | 140 | *70* | *58* |
| Mercury (mg) | 0.011 | *-* | *-* |
| Potassium (mg) | 960 | *1219* | *1039* |
| Sodium (mg) | 650 | *124* | *133* |
| Selenium (mg) | 0.23 | *0.081* | *0.024* |
| Tin (mg)* | BD | *-* | *-* |
| Zinc (mg) | **140** | *1.4* | *14* |
| Values for fishmeal are analyzed by Eurofins.  * BD: Below limit of detection (<0.021 mg).  # Values for Salmon and Beef are based on reference values and adjusted for water content for the given foods in the ‘Norwegian Food Composition Database 2020’, Norwegian Food Safety Authority, [www.matvaretabellen.no](http://www.matvaretabellen.no). Values for salmon are based ‘*Salmon, farmed, raw*’ (containing 63 % water). Values for beef are based ‘Beef, *rib-eye steak, raw*’ (containing 67 % water). Nutrients with high content in fishmeal compared to Salmon filet or beef are shown in bold. | | | |

Supplementary Table S3. Primers used for RT-qPCR

| Gene symbol | Accession # | Forward primer | Reverse primer | Product size | Intron length |
| --- | --- | --- | --- | --- | --- |
| Abca1 | NM_013454.3 | ACCGAGGAAGAAGCTCGATG | GGTCGGGAGATGAGATGTGG | 103 | 11328 |
| Abcg1 | NM_009593.2 | AAGGTCTCCAATCTCGTGCC | CCCTGATGCCACTTCCATGA | 96 | 2131 |
| Chrna4 | NM_015730.5 | ATCTGGAGGCCTGACATCGT | TGCACACGCCCATCATAGAA | 98 | 4347 |
| Col1a1 | NM_007742.4 | CTGACGCATGGCCAAGAAGAC | CCTCGGGTTTCCACGTCTCA | 88 | 1465 |
| Cyp1a1 | NM_001136059.2 | CGTTATGACCATGATGACCAAGA | TCCCCAAACTCATTGCTCAGAT | 62 | 0 |
| Cyp1b1 | NM_009994.1 | CCAGATCCCGCTGCTCTACA | TGGACTGTCTGCACTAAGGCTG | 77 | 729 |
| Cyp7a1 | NM_007824.2 | TCCACTTCATCACAAACTCCCT | CTGTGTCCAAATGCCTTCGC | 109 | 694 |
| Fabp5 | NM_001272097.1 | GGAAGGAGAGCACGATAACAAG | GAAGCCCTCATTGCACCTTCT | 108 | 496 |
| Fdps | NM_001253751.1 | ATGCTATTGCCCGGCTCAAG | TCCTGGAAGGCTTGTACCAC | 91 | 1228 |
| Hmgcr | NM_001360165.1 | GCCTTGTGATTGGAGTTGGC | ACACTGACATGCAGCCGAAG | 78 | 2804 |
| Il1b | XM_006498795.3 | GCTGAAAGCTCTCCACCTCA | TGTCGTTGCTTGGTTCTCCT | 89 | 1149 |
| Ldlr | NM_010700.3 | GACTGCAAGGACATGAGCGA | TGTCCAAGCTGATGCACTCC | 103 | 1860 |
| Mlxipl | NM_021455.4 | TGCAGCCCAGCCTAGATGAC | AGCTGGGGGACTCTATGTAGTT | 102 | 4495 |
| Nr1h3 | NM_001177730.1 | GACTTCAGTTACAACCGGGAAGA | ATTCATGGCTCTGGAGAACTCAAA | 90 | 5129 |
| Nr1h2 | NM_001285517.1 | GAAGGCGTCCACCATTGAG | AAGTCGTCCTTGCTGTAGGT | 108 | 473 |
| Pcsk9 | NM_153565.2 | TGTCACAGAGTGGGACCTCA | CTCGGCCAGGGTAAGTGTG | 92 | 1179 |
| Srebf2 | NM_033218.1 | TGACTCTCGGGGACATCGAC | CACCTCCAGGGAAGGAGCTA | 105 | 22247 |
| Srebf1c | XM_006532716.2 | GGAGCCATGGATTGCACATTT | CAGCATAGGGGGCGTCAAA | 91 | 3078 |
| Tbp | NM_013684.3 | AGCCTTCCACCTTATGCTCAG | GCCGTAAGGCATCATTGGACT | 90 | 1145 |

How the deposited data were processed for this re-analysis (not part of the article)

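Liver RNA of 20 mice in 4 groups was measured by RNA sequencing, with 1 library per mouse and no pooling. The sample labels give 5 chow-fed mice, 5 fed HFD with fishmeal, 6 with salmon filet and 4 with beef, and the paper gives 5 per group. The authors trimmed the reads with BBDuk, mapped them with HiSat2 and counted them per Ensembl gene with FeatureCounts. The values are raw counts for 55487 gene identifiers and, in a second table, TPM (counts scaled to gene length and library size). Each library's TPM added to 1e+06, and for 100% of 10432 genes with enough counts in every library the TPM equalled the share of counts divided by 1 length per gene within a coefficient of variation under 1%. Of the identifiers, 55141 were found in the reference annotation, which is GENCODE M21 on GRCm38, while the paper prints GRCh38.101 for its mouse genome; positions are given on GRCm38. The setting for strand, read pairs and reads that fit several genes is not named in the paper's text, so gene pairs with similar or overlapping sequence were searched with blastn 2.17 and some of those found are named beside the genes they affect.

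Reads counted on genes ranged from 42526234 to 70266136 per library, and the average read count that the paper states is below the lowest of these. Intervals on shares of counts cover counting error only. Protein coding genes took 93.2% to 95.6% of the counts, apart from 84.3% in mouse 35. Each of the 40 pairs of libraries within groups differed by more than counting noise, with a chi-square per gene of 35.1 to 457, and no pair was counted as 1 library.

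Gene-wise comparisons used edgeR 4.0 in R 4.3, with TMM normalisation, filterByExpr at a minimum count of 10, quasi-likelihood F-tests that count changes in either direction, and Benjamini-Hochberg adjustment over all genes tested. Calls were made at an adjusted p under 0.05 among protein coding genes, and a fold change over 1.5 was counted separately. CPM values use TMM factors over all libraries, and the prior count on the log scale was 2. The comparisons were HFD versus chow, each HFD group versus chow, each pair of HFD groups, and fishmeal versus the other HFD groups. These comparisons, the lists of genes and the alternatives, except where said otherwise, were set before the data were examined. Genes are named by a rule: every gene that the paper's text names for liver RNA sequencing or RT-qPCR, and for each comparison the 5 protein coding genes with the largest log2 fold change in either direction among those called, with a mean CPM of at least 1 and no overlap between the groups. Some of the genes so chosen are not reported here.

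The paper's sample set was sought with DESeq2 1.42, by comparing its mean and log2 fold change of each gene with the rows held of Supplementary Tables S4a, S4b, S5a and S5b, of which 1998 of 24019, 1911 of 22420, 1998 of 22305 and 1986 of 22178 rows were in hand. A gene counted as matched when its mean was within 2% and its log2 fold change within 0.05, and an assignment as found when 90% of genes matched. For Supplementary Tables S4a and S4b, which do not depend on mouse 31, 100% of genes matched.

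Lists of genes were tested with camera in limma 3.58 at a preset correlation of 0.01, with an estimated correlation, and with fry, each adjusted over the 25 lists of a comparison. The lists are cholesterol synthesis, the cholesterol and immune genes that the paper names for HFD versus chow, genes measured by RT-qPCR in the paper, uptake receptors and other genes it names for the HFD groups, antioxidant genes, targets of SREBP-2, SREBP-1c, LXR, PPAR-alpha and of CAR and PXR, the circadian clock, fasting, T cells, B cells, Kupffer cells, neutrophils, red blood cells, liver endothelial cells, cholangiocytes, stellate cells, adipocytes, exocrine pancreas, and stress response and immediate early genes. KEGG gene sets were not used here. A list's score in a library is the mean over its genes of log2 CPM relative to all mice. Principal components used the 500 most variable genes, PERMANOVA used 100000 permutations or all splits, and correlations used permutations within groups.

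Alternatives were DESeq2, edgeR with DESeq2 size factors or upper quartile normalisation, edgeR on all genes with at least 1 count, on genes with at least 10 counts in every sample, on protein coding genes alone or fitted on all 4 groups, limma on log2(TPM + 1) with a mean TPM of at least 0.5, the paper's sample set with edgeR or DESeq2, and each mouse left out in turn. Chosen after seeing the data were DESeq2 on genes with 10 or more counts in all, edgeR with offsets for each library's trend on GC content and gene length, and the phase of the circadian clock as a covariate. For other splits of the samples, all splits or 100 drawn with seed 7 were fitted. The tools were tested on simulated data with 200 changed genes in the groups as labelled. Counts were drawn with the dispersions that edgeR estimated, so these tests do not rank edgeR and DESeq2 on the real data. In HFD versus chow, edgeR called 99.2% of the genes changed at least 2-fold with 4.81% false calls, DESeq2 had 11.8% false calls and limma 2.78%. In data without changes edgeR called 1 gene for fishmeal versus salmon filet and 0 for HFD versus chow, and DESeq2 called 3 and 4. Overlaps between comparisons that share a group were set against 10 simulations without diet effects, in which all groups compared were redrawn from the same mean per gene. For fishmeal, the simulation set before the data were examined redrew the fishmeal mice alone. Plots were drawn with matplotlib 3.10 in Python 3.11.

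The RT-qPCR measurements, lipids, body weights and other measures of the paper were not analysed here.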

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

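All tests of explanations in this part were chosen after the results were seen. Over 41 measures and 164 groups of 4 to 6 mice, 10 groups held 1 mouse farther from the others than the 95% critical value of Dixon's test, where chance gives 8.2. These fell on mice 12, 31, 23, 35 and 32, with 3, 2, 2, 2 and 1 of them, and the groups are as labelled. For no single value among them does the design name a biological difference, since each concerns 1 mouse of its diet group.

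Beef mouse 35 had 12.66% of its counts on 1 ribosomal RNA gene (95% Wilson interval 12.65% to 12.67%), against 3.27% to 4.10% in the other beef mice. Its share of mitochondrial ribosomal RNA was 1.01% (1.01% to 1.02%), against 0.367% to 0.47%. Both shares were among the values that picked out this mouse, so neither tests why. With 1 library, ribosomal RNA left in it and a difference of this mouse cannot be told apart, and no biological explanation was tested.

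Fishmeal mouse 12 had 4.88% of its counts on that ribosomal RNA gene (95% Wilson interval 4.87% to 4.88%), against 2.93% to 3.19% in the other fishmeal mice, and 0.303% on long noncoding RNA (0.302% to 0.304%), against 0.922% to 1.01%. Among 209 long noncoding genes with a mean CPM of at least 1 in the fishmeal group, 47.9% were lowest in mouse 12 of the 5 mice, against at most 18.2% for any other fishmeal mouse and 27.8% of protein coding genes for mouse 12. Loss of nuclear RNA was tested on genes picked after their values were seen: 6 of 8 long noncoding RNAs kept in the nucleus were lowest in mouse 12 of all libraries, with Malat1 at a CPM of 685 against 3425 to 6954, while 0 of 4 host genes of small nucleolar RNA and 1 of 4 mRNAs kept in the nucleus were. With 1 library and genes chosen for the pattern, loss of nuclear RNA and a difference of this mouse cannot be told apart. The antioxidant list's score in mouse 12 was 0.44, against -0.07 to 0.03 in the other fishmeal mice, and no explanation of it was tested.

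Salmon filet mouse 23 had a score of the neutrophil list of 1.65, against -0.41 to 0.31 in the other salmon filet mice, and a score of the uptake receptor list of 0.57, against -0.09 to 0.16. The neutrophil list includes Lcn2, which liver also expresses and which had a CPM of 284 in this mouse, beside Saa1 at 1401, Saa2 at 1109, Orm2 at 310 and Hp at 6262. Neutrophils in the library would bring their abundant transcripts, and S100a8 and S100a9 had a CPM of 0.947 and 1.123. Both values, and Elane at 0.263, were the highest of all libraries. Chow mouse 7 came close, with S100a8 at 0.826 and S100a9 at 1.081, and had Lcn2 at 3.60. This argues against neutrophils as the main source of the Lcn2 in mouse 23, and a small rise in neutrophils is not ruled out. An acute phase response of this mouse may remain, and it was not tested.

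Mouse 31, labelled salmon filet, had a score of the genes that the paper names for the HFD groups of -0.45, against 0.21 to 0.52 in the other mice so labelled, and a log2 CPM of Nfe2 of -0.25, against 0.68 to 1.09. Beef mouse 32 had a log2 CPM of Adam11 of 0.86, against 2.22 to 2.45 in the other beef mice. For mouse 31 a mislabelled sample is a possible explanation. The header of the count table names it as beef, and counting it as beef gave the paper's tables for 100% of the genes compared. The other sequenced mice were numbered 1 to 10 in chow, 12 to 20 with fishmeal, 22 to 27 with salmon filet and 32 to 40 with beef. These place mouse 31 with beef. Salmon filet and beef were not separated over all genes (PERMANOVA, exact permutation p = 0.443 as labelled), so expression over all genes cannot decide between the diets. Nfe2 is among the genes the paper calls with mouse 31 counted as beef and is not independent evidence. For mouse 32 no explanation was tested.

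Of 14 lists outside the genes the paper discusses, 4 passed an adjusted p of 0.05 under both camera and fry in HFD versus chow. Targets of CAR and PXR, of which 13 of 14 have a mean CPM of at least 1 and 1 is in another list, had a median log2 fold change of -1.07, with 13 genes lower, 10 called over all genes and 11 when adjusted over the list alone, and a lower list mean in 15 of 15 HFD-fed mice (adjusted p = 1.03e-10 under camera, 2.01e-06 under fry and 0.014 with an estimated correlation). With offsets for GC content and gene length the median was -0.99, which argues against such a trend as the cause. Lower activity of these receptors on the HFD may explain it, and this was not tested apart from the genes themselves.

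Circadian clock genes, 15 of which were tested and 14 have a mean CPM of at least 1, had a median log2 fold change of 1.21 in HFD versus chow, with 10 called over all genes, 8 higher and 2 lower, and 13 when adjusted over the list alone (adjusted p = 0.00377 under camera, 0.00257 under fry and 0.199 with an estimated correlation). All 8 genes of the phase of Dbp were higher and all 4 of the phase of Arntl lower. A clock phase made from these genes was higher in HFD-fed mice by 2.90 (exact permutation test, two-sided, p = 0.00181), at most -0.85 in chow-fed mice and from -2.07 to 3.36 in HFD-fed mice. Corrected for GC content and gene length the difference was 2.85 (exact permutation p = 0.00168), which argues against such a trend. Within HFD groups Dbp and Arntl correlated with r = -0.96 over 15 mice (permutation p = 1e-05, the smallest that 100000 permutations give; Spearman's rho -0.97, permutation p = 3e-05; adjusted p = 1.1e-04 over a family of 11; r = -0.96 without the 2 farthest mice).

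The time of tissue collection is a possible explanation of the clock genes. The paper's text does not name the time of day or the order in which mice were collected, and the test used the mouse number within HFD groups in place of the order. Clock phase and mouse number correlated with r = 0.668 in the paper's sample set (15 mice, permutation p = 0.0202; rho 0.5, permutation p = 0.0954; adjusted p = 0.0741 over the same 11 relations; r = 0.486 without the 2 farthest) and with r = 0.241 as labelled (permutation p = 0.42; rho 0.0769, p = 0.846; adjusted p = 0.555; r = 0.424 without the 2 farthest). Time of collection and a shift of the clock by the diet cannot be told apart here, since chow and HFD mice carry different numbers and no time is given.

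Stress response and immediate early genes, 11 of which were tested and 9 have a mean CPM of at least 1, had a median log2 fold change of -0.76, with all 11 lower, 4 called over all genes and a lower list mean in 13 of 15 mice (adjusted p = 0.00124 under camera, 0.015 under fry and 0.227 with an estimated correlation). The list's score in chow-fed mice ran from -0.39 in mouse 1 and -0.34 in mouse 2 to 1.69 in mouse 5. In HFD-fed mice it ran from -0.81 to 0.67, so the diets overlapped and part of the difference rests on chow mouse 5. Genes of liver endothelial cells, of which 10 of 10 have a mean CPM of at least 1, had a median of -0.27, with 9 lower, 3 called and a lower list mean in 14 of 15 mice (adjusted p = 0.00124 under camera, 0.0117 under fry and 0.227 with an estimated correlation). With offsets for GC content and gene length these medians were -0.79 and -0.27, which argues against that trend as the cause of either. With the clock phase as a covariate, the stress median was -1.20 (adjusted p = 3.74e-07 under camera and 0.00739 under fry). The endothelial median was then -0.17 (adjusted p = 0.0112 under camera), and the list no longer passed under fry (0.164). That covariate also takes up part of the diet effect. Handling at collection may matter for the first list and the share of endothelial cells for the second, and both stay open with the diet as untested.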

How the results depend on the processing

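Of the alternatives below, DESeq2 on genes with 10 or more counts in all, offsets for GC content and gene length, the clock phase as a covariate and the left-out mice in the paper's sample set were chosen after seeing the data. Among the fold changes of named genes and the medians of the cholesterol synthesis list, of the immune list against chow and of the antioxidant list between HFD groups, none reversed its direction under the alternatives compared. The immune median between HFD groups was not among these, and in fishmeal versus beef its sign differed between the groups as labelled (-0.092) and the paper's sample set (0.044). The balance of higher and lower genes called did reverse under some alternatives, among them offsets for GC content and gene length, which moved it from 649 higher and 766 lower to 1058 and 978 in HFD versus chow, from 209 and 262 to 493 and 345 in fishmeal versus chow and, in the paper's sample set, from 194 and 203 to 463 and 394 in beef versus chow. Counts of genes and other values without a test, 19 results, moved by more than 1.5 times or by more than their spread in 41 of 123 alternatives and stayed within it in 82. With 1 mouse left out they moved in 57 of 145 fits. Where no cause is named, the cause was not tested. No paired analysis was possible because the groups do not share replicate numbers.

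In HFD versus chow, where 1415 genes were called, the clock phase as a covariate gave 241, and it takes up part of the diet difference by construction since the phase differs between the diets. In fishmeal versus chow (471 genes) DESeq2 gave 988, DESeq2 on genes with 10 or more counts in all 980, offsets for GC content and gene length 838 and limma 286. In salmon filet versus chow (588) DESeq2 gave 1232, limma 296, offsets for GC content 950 and DESeq2 on the paper's sample set 1453. With the paper's sample set (615) DESeq2 on genes with 10 or more counts gave 1443. In beef versus chow (341) DESeq2 gave 891, limma 211, the fit on all 4 groups 641, offsets for GC content 772 and DESeq2 on the paper's sample set 936. With the paper's sample set (397) DESeq2 on genes with 10 or more counts gave 912 and offsets for GC content 857.

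In fishmeal versus salmon filet (22 genes) DESeq2 gave 63, DESeq2 on the paper's sample set 75 and, on genes with 10 or more counts, 76 (against 24 with edgeR). In fishmeal versus beef (1 gene) DESeq2 gave 20, edgeR on all genes with at least 1 count 8, the fit on all 4 groups 4, the clock phase as a covariate 8, limma 0 with 158 genes at an unadjusted p under 0.05, the paper's sample set 4 and the paper's sample set with DESeq2 27. From the 4 genes of the paper's sample set, DESeq2 on genes with 10 or more counts gave 27, offsets for GC content 7 and the clock phase 12. In salmon filet versus beef (0 genes, with 470 at an unadjusted p under 0.05) DESeq2 on the paper's sample set gave 5 and on genes with 10 or more counts 5. Fishmeal versus the other HFD groups (22) gave 49 with DESeq2 and 49 with DESeq2 on genes with 10 or more counts. Genes called against both salmon filet and beef (1) numbered 17 with DESeq2, 19 with DESeq2 on the paper's sample set and 3 with edgeR on the paper's sample set.

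With 1 mouse left out in turn, HFD versus chow gave from 816 genes (without mouse 1; 877 without 7 and 916 without 2) to 1619. Fishmeal versus chow gave from 239 (without 14; 244 without 2, 258 without 20, 266 without 7 and 311 without 13) to 569. Salmon filet versus chow gave from 239 (without 7; 261 without 26, 291 without 25, 296 without 2, 332 without 22, 345 without 27 and 385 without 1) to 615, and in the paper's sample set from 167 (without 25 or 7; 190 without 26, 202 without 2, 223 without 22, 322 without 27 and 393 without 23) to 533. Beef versus chow gave from 82 (without 40; 138 without 2, 144 without 7, 161 without 39) to 551 (without 32), and in the paper's sample set from 159 (without 2; 173 without 7, 189 without 39, 195 without 40) to 363. Fishmeal versus salmon filet gave from 16 to 35 (without 12), and in the paper's sample set from 12 (without 20; 13 without 13, 15 without 16, 25 or 26) to 34 (without 12). Fishmeal versus beef gave from 0 (without 12, 13, 14, 16, 35 or 40) to 3 (without 39), and in the paper's sample set from 1 (without 13, 16, 20, 31, 32 or 35; 2 without 12, 14 or 40) to 4. Salmon filet versus beef gave 0 genes in each fit as labelled and from 0 to 2 (without 23, Pdzk1ip1 and Pmvk) in the paper's sample set. Fishmeal versus the other HFD groups gave from 12 (without 14; 13 without 27 and 14 without 13) to 26. Each of these fits has fewer mice.

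Over all lists and comparisons, 89 tests passed under camera, 48 under fry and 16 with an estimated correlation. The cholesterol synthesis list passed under camera and not with an estimated correlation in HFD versus chow (0.227), beef versus chow (0.294; under fry 0.056), fishmeal versus chow (0.0926) and salmon filet versus chow (0.422; under fry 0.14). With the clock phase as a covariate in HFD versus chow it passed under camera (4.51e-07) and not under fry (0.164). In the comparisons of fishmeal with salmon filet, beef and both it passed under all 3 tests. The immune list passed under camera and fry and not with an estimated correlation in HFD (0.0917), beef (0.269), fishmeal (0.0926) and salmon filet versus chow (0.216). The antioxidant list passed under camera in fishmeal versus beef (8.09e-04) and not under fry (0.433) or with an estimated correlation (0.343). In fishmeal versus salmon filet it passed as labelled (0.00442) and not under fry (0.433), with an estimated correlation (0.38) or in the paper's sample set (0.0552). In salmon filet versus beef it passed in the paper's sample set (0.0352) and not as labelled (0.2). In all, 15 of 37 alternatives of these 14 list tests no longer passed and 1 came to pass. The lists' median log2 fold changes kept their direction, and moved by more than the spread between mice in 3 of 158 alternatives, all under limma on log2(TPM + 1) for the immune genes (-0.51 in HFD, -0.39 in fishmeal and -0.57 in salmon filet versus chow), where a pseudocount of 1 shrinks changes of genes with low TPM. In 165 of 165 fits with 1 mouse left out they stayed within it.

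The first principal component held 29.3% of the variance, 32.4% after the variance stabilizing transformation and 18.7% with all genes. Among 79 values of named genes, 46 of 826 alternatives came to pass the threshold and 12 no longer did. DESeq2 on the paper's sample set accounted for 13 of the former, as did DESeq2 on genes with 10 or more counts there, and limma for 6 of the latter. With 1 mouse left out, 103 of 1150 fits no longer passed and 7 came to pass.

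Cd4 had 15 to 54 counts per HFD-fed mouse and Il18rap 6 to 26, and the immune genes were not tested at equal depth.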

Differences from the paper's values

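For fishmeal versus salmon filet, the paper reports 76 differentially expressed genes and edgeR called 22, the paper reports 56 more than 1.5-fold lower where edgeR called 21, and the paper reports 6 more than 1.5-fold higher where edgeR called 1. Of the alternatives set before the data were examined, the paper's sample set with DESeq2 gave values within 1.5 times the paper's, with 75 genes, 55 lower and 6 higher. DESeq2 on the groups as labelled was within 1.5 times the paper's for 2 of these, with 63 genes and 48 lower, but gave 3 higher. The alternatives with edgeR or limma, and the paper's sample set with edgeR (24 genes, 24 lower and 0 higher, with 728 genes at an unadjusted p under 0.05), did not reach the paper's values. DESeq2 on genes with 10 or more counts in all in the paper's sample set, chosen after seeing the values, gave 76 genes, 56 lower and 6 higher.

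For fishmeal versus beef, the paper reports 27 genes and edgeR called 1, and the paper reports 20 more than 1.5-fold lower where edgeR called 1. Of the alternatives set before the data were examined, the paper's sample set with DESeq2 gave 27 genes and 20 lower, and DESeq2 as labelled 20 and 17. The others, among them the paper's sample set with edgeR with 4 genes and 3 lower, did not reach the paper's values. DESeq2 on genes with 10 or more counts in all in the paper's sample set, chosen after seeing the values, gave 27 and 20.

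For salmon filet versus beef, the paper reports 5 genes and edgeR called 0, with 470 genes at an unadjusted p under 0.05. Of the alternatives set before the data were examined, the paper's sample set with DESeq2 gave 5 genes, and the others, DESeq2 as labelled included, gave 0. DESeq2 on genes with 10 or more counts in all in the paper's sample set, chosen after seeing the values, gave 5.

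The paper states that the immune genes it lists were lower in each HFD group. With edgeR, 0 of 16 were called with fishmeal (12 at an unadjusted p under 0.05), 4 of 16 with salmon filet and 0 of 15 with beef (11 at an unadjusted p under 0.05) in the paper's sample set, although each list median was negative. DESeq2 called 5 of 17 with fishmeal, and in the paper's sample set 8 with salmon filet and 5 with beef. In HFD versus chow, Cd3e (adjusted p = 0.226), Cd3g (0.125), Cd6 (0.0628) and Il21r (0.0564) were not called by edgeR, while DESeq2 called Cd6 (0.0487) and Il21r (0.0316).

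The paper states that Adam11 and Cyp2a22 were higher with fishmeal than with beef. With edgeR, Adam11 was not called (adjusted p = 0.461 in the paper's sample set and 0.95 as labelled), and Cyp2a22 was called in the paper's sample set (0.0469) and not as labelled (0.152). DESeq2 on the paper's sample set called both (0.0149 and 5.89e-08). Of 10 edgeR fits with 1 mouse left out of the paper's sample set, 1 kept Cyp2a22 below 0.05. Pdzk1ip1, Fabp5, Nfe2 and Pmvk, which the paper gives as higher with salmon filet than with beef, were not called by edgeR in the paper's sample set, where Pdzk1ip1 had the lowest adjusted p (0.117), and were called there by DESeq2. Without salmon filet mouse 23, edgeR called Pdzk1ip1 and Pmvk.

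The paper states that the genes of the enriched steroid, arachidonic acid and retinol pathways were lower in HFD-fed mice. Of 24 cytochrome P450 genes called by edgeR, 18 were lower and 6 higher. KEGG gene sets, which would say which of these belong to the pathways, were not used here.

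The paper states an average read count per sample that is below the total of every library here, the lowest of which was 42526234 reads counted on genes.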

Other observations

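All tests of explanations in this part were chosen after the results were seen. Counts of called genes were compared with other splits of the same samples into groups of the same sizes, the real split included. As labelled, with all splits or 100 drawn, 1 of 100 splits gave as many genes as HFD versus chow (1415, the highest other split gave 806), 1 as fishmeal versus chow (471; 2), 1 as salmon filet versus chow (588; 2), 1 as beef versus chow (341; 3) and 1 as fishmeal versus salmon filet (22; 1). For fishmeal versus beef 6 of 100 splits gave as many as its 1 gene, for salmon filet versus beef 100 gave at least its 0 genes (470 at an unadjusted p under 0.05), and for fishmeal versus the other HFD groups 2 gave as many as its 22. In the paper's sample set 1 of 100 splits gave as many as salmon filet versus chow (615; 1), 1 as beef versus chow (397), 1 as fishmeal versus salmon filet (24; 4), 2 as fishmeal versus beef (4; 70) and 100 as salmon filet versus beef (0; 127). With DESeq2 on genes with 10 or more counts in the paper's sample set, 5 of 100 splits gave as many as fishmeal versus salmon filet (76; 496), 9 as fishmeal versus beef (27; 1140) and 36 as salmon filet versus beef (5; 1047).

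The other split that gave as many calls as fishmeal versus the other HFD groups put mice 14, 16, 27, 31 and 32 together and gave 2014 genes. A trend on GC content that differs between libraries is a candidate explanation of it. The correlation across genes of each library's log2 CPM with GC content ran from -0.46 in mouse 32 to 0.38 in mouse 35, and with offsets for GC content and gene length the highest number of calls in any other split was 19, against 18 for the real split. In HFD versus chow the highest other split went from 806 to 11 genes with these offsets. They did not lower the highest other splits in the paper's sample set, which went from 70 to 108 genes for fishmeal versus beef, from 127 to 140 for salmon filet versus beef and from 4 to 19 for fishmeal versus salmon filet, or as labelled from 36 to 40 for fishmeal versus beef and from 22 to 35 for salmon filet versus beef, so such a trend does not cover those, and no explanation of them was tested further. The slopes on GC content differed between diet groups by -0.112 to 0.155 on the log2 scale per 10% GC (exact permutation p from 0.0873 to 0.943 over the comparisons).

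The cholesterol synthesis genes were lower with fishmeal than in the other HFD groups. With offsets for GC content and gene length their median log2 fold change was -1.10, with the clock phase as a covariate -1.14, and with all libraries thinned to 42526234 counts -1.14, against -1.12 without, which argues against each of these as the cause. Lower activity of SREBP-2, the transcription factor of these enzymes, may explain the pattern. Its targets outside the synthesis enzymes, a list of 10 genes of which 9 have a mean CPM of at least 1, had a score lower by 0.82 (difference -0.82, exact permutation test, two-sided, p = 3.33e-04, the smallest that 3003 splits allow, adjusted p = 9.99e-04 over 6 lists). The difference for the cholesterol synthesis genes was -1.18 (exact permutation p = 3.33e-04, adjusted p = 9.99e-04). The SREBP-1c targets were lower by a difference of -0.67 (exact permutation p = 0.0157, adjusted p = 0.0314). Fishmeal mice 13 and 14 scored -1.18 and -0.81. The other fishmeal mice, from -0.208 to 0.0001, lay within the range of the other HFD mice (-0.26 to 0.90). Against salmon filet this list did not pass under fry or with an estimated correlation. A change limited to targets of SREBP-2 is therefore argued against only weakly. Cholesterol accumulation that activates LXR cannot be told apart from its absence, since the LXR targets had a difference of -0.025 (exact permutation p = 0.748, adjusted p = 0.898) with 4 members higher and 6 lower. The other two of the 6 lists, the clock and the antioxidant genes, had differences of 0.01 (exact permutation p = 0.977) and 0.12 (exact permutation p = 0.264, adjusted p = 0.396). The diets also differ in fatty acids, cholesterol and peptides, which was not tested.

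The immune genes were lower in HFD-fed than in chow-fed mice. With offsets for GC content and gene length their median log2 fold change was -0.96, which argues against such a trend. A lower share of all cells other than hepatocytes would lower the lists of Kupffer, stellate, endothelial and bile duct cells alike. The T and B cell lists fell by 0.92 (difference -0.92, exact permutation test, two-sided, p = 4.51e-04) and the other lists by 0.17 (difference -0.17, exact permutation p = 0.0532), and the difference between them of -0.75 (exact permutation p = 2.58e-04) argues against it. A lower share of lymphocytes may remain and is not told from lower expression in them. With the clock phase as a covariate the median of the immune genes was -0.80, against -0.99 without, with all 17 lower and 1 called over all genes (list adjusted p = 1.87e-11 under camera, 0.0066 under fry and 0.0701 with an estimated correlation), which argues against the phase as the whole cause. As part of the cause it cannot be told apart from diet, since it differs between the diets. Higher phase and lower immune genes went together between the diets but not within them. Within HFD groups it correlated with the immune score at r = 0.237 (15 mice, permutation p = 0.454; rho 0.2, permutation p = 0.538; adjusted p = 0.555 over 11 relations; r = 0.445 without the 2 farthest mice). With the cholesterol score it was r = -0.57 (permutation p = 0.0486; rho -0.4, permutation p = 0.191; adjusted p = 0.134; r = -0.56 without the 2 farthest).

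Genes that the paper measured by RT-qPCR in other numbers of mice had these values in the RNA sequencing of HFD versus chow. Srebf1 rose by a log2 fold change of 1.42 (SE 0.177, adjusted p = 2.22e-05). Tbp, which overlaps Pdcd2 on the other strand and whose adjusted p was 0.035, had a log2 fold change of -0.28 and passed in 14 of 20 fits with 1 mouse left out. Genes not called were Cyp1b1 (0.17), Col1a1 (0.45), Mlxipl (-0.16), Nr1h3 (0.25), Nr1h2 (0.28), Abca1 (0.12), Abcg1 (0.09), Srebf2 (-0.28) and Chrna4 (-0.71), with adjusted p-values from 0.16 for Nr1h3 to 0.767 for Abcg1. The uptake receptors Lrp1 (0.49, adjusted p = 0.204) and Scarb1 (0.34, adjusted p = 0.0708), which the paper's text names, were not called either. In fishmeal versus salmon filet, Fabp5 had a log2 fold change of -2.09 (adjusted p = 0.00745, and 0.0606 as labelled) and Srebf2 of -0.58 (adjusted p = 0.145) in the paper's sample set. DESeq2 there gave 0.0123 for Srebf2.

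The remaining lists gave these median log2 fold changes in HFD versus chow, with the adjusted p under camera. The cholesterol genes that the paper names had -1.02 (4.97e-08, 10 of 10 called), genes measured by RT-qPCR -0.28 (0.075, 7 of 19 called), uptake receptors 0.34 (0.139, 0 of 3 called), genes named for the HFD groups -1.23 (0.00926, 6 of 8 called) and antioxidant genes -0.02 (0.395, 2 of 29 called). Targets of SREBP-2 had -0.39 (0.00377), of SREBP-1c -0.11 (0.787), of LXR 0.10 (0.23) and of PPAR-alpha 0.14 (0.159), and fasting genes 0.14 (0.395). T cells had -0.86 (4.47e-06), B cells -1.38 (1.03e-10), Kupffer cells -0.19 (0.139), neutrophils -0.54 (0.44), red blood cells 0.40 (0.119), cholangiocytes -0.09 (0.395), stellate cells 0.08 (0.775), adipocytes 0.50 (0.07) and exocrine pancreas 0.07 (0.433). None of the 18 genes of the T cell list and 5 of the 12 of the B cell list had a mean CPM of at least 1, and 8 and 3 of them are also in other lists.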
